# Nuclear Transcriptomes of the Seven Neuronal Cell Types That Constitute the *Drosophila* Mushroom Bodies

**DOI:** 10.1534/g3.118.200726

**Published:** 2018-11-05

**Authors:** Meng-Fu Maxwell Shih, Fred Pejman Davis, Gilbert Lee Henry, Josh Dubnau

**Keywords:** *Drosophila*, mushroom body, transcriptome, RNA-seq

## Abstract

The insect mushroom body (MB) is a conserved brain structure that plays key roles in a diverse array of behaviors. The *Drosophila melanogaster* MB is the primary invertebrate model of neural circuits related to memory formation and storage, and its development, morphology, wiring, and function has been extensively studied. MBs consist of intrinsic Kenyon Cells that are divided into three major neuron classes (γ, α′/β′ and α/β) and 7 cell subtypes (γd, γm, α′/β′ap, α′/β′m, α/βp, α/βs and α/βc) based on their birth order, morphology, and connectivity. These subtypes play distinct roles in memory processing, however the underlying transcriptional differences are unknown. Here, we used RNA sequencing (RNA-seq) to profile the nuclear transcriptomes of each MB neuronal cell subtypes. We identified 350 MB class- or subtype-specific genes, including the widely used α/β class marker *Fas2* and the α′/β′ class marker *trio*. Immunostaining corroborates the RNA-seq measurements at the protein level for several cases. Importantly, our data provide a full accounting of the neurotransmitter receptors, transporters, neurotransmitter biosynthetic enzymes, neuropeptides, and neuropeptide receptors expressed within each of these cell types. This high-quality, cell type-level transcriptome catalog for the *Drosophila* MB provides a valuable resource for the fly neuroscience community.

*Drosophila melanogaster* is a powerful model system for behavioral neuroscience. The fly model takes advantage of a relatively simple brain that expresses homologous suites of genes and orchestrates a conserved yet highly diverse and elaborate suit of behaviors. Behavioral genetics in *Drosophila* affords the means to identify individual genes that function within identified neuronal cell types, whose connectivity and functional roles in behavior can be elucidated. The ability to form memories of past experience and to orchestrate adaptive and plastic changes in behavioral responses is an example of a fundamental field of behavioral neuroscience where *Drosophila* neurogenetics has made major contributions (Heisenberg 2003; Davis 2005; Margulies *et al.* 2005; Keene and Waddell 2007). Memory research in flies has led to the identification of fundamental cellular mechanisms of memory such as cAMP signaling and CREB-mediated gene transcription (Yin and Tully 1996; Heisenberg 2003; Davis 2005; Margulies *et al.* 2005; Keene and Waddell 2007), and also has contributed to our understanding of how memories are processed in a complex neural circuit. A primary site of associative learning in insects is the mushroom body (MB) (Strausfeld *et al.* 1998; Heisenberg 2003; Davis 2005; Margulies *et al.* 2005; Keene and Waddell 2007; Menzel 2012; Farris 2013), a paired brain structure that in *Drosophila* is comprised of approximately 2000 intrinsic Kenyon Cells (KCs) per hemisphere. MBs in fruit flies are critical sites of olfactory, visual and gustatory learning (Heisenberg 2003; Davis 2005; Margulies *et al.* 2005; Keene and Waddell 2007; Vogt *et al.* 2014; Masek and Keene 2016), and also play important roles in other behavioral contexts such as temperature preferences (Hong *et al.* 2008), sleep (Artiushin and Sehgal 2017) and responses to ethanol exposure (Kaun *et al.* 2011).

MB dependent plasticity is one of the most intensely studied aspects of invertebrate neurobiology. The morphology and developmental lineage of the neurons that populate the MB in *Drosophila*, as well as the identity and morphology of most of their neuronal inputs and outputs, have been fully characterized (Ito *et al.* 1998; Jefferis *et al.* 2002; Aso *et al.* 2014a; 2014b). Many functional manipulations of both neural activity and signaling pathways relevant to plasticity have been conducted within each of the identified neuronal cell types in this circuit (Connolly *et al.* 1996; Zars *et al.* 2000; Dubnau *et al.* 2001; McGuire *et al.* 2001; Isabel *et al.* 2004; Krashes *et al.* 2007; Blum *et al.* 2009; Trannoy *et al.* 2011; Qin *et al.* 2012; Huang *et al.* 2012; Cervantes-Sandoval *et al.* 2013; Perisse *et al.* 2013; Bouzaiane *et al.* 2015). Functional imaging studies have established neural activity correlates in behaving animals (Davis 2011). Together, these studies support the conclusion that the neurons of the MB play unique roles in memory acquisition, storage and retrieval. Moreover, memory storage over the course of minutes and hours after training relies on an evolving requirement for reverberating neural activity within a circuit that includes MB intrinsic neurons and the so-called extrinsic neurons that provide inputs and outputs (Dubnau and Chiang 2013; Cognigni *et al.* 2018). In contrast to the increasingly deep understanding of the development, connectivity and functional requirements of each cell type in this circuit, there is a surprising paucity of data on differences in their transcriptional profiles.

MB KCs can be divided into three major classes, γ, α′/β′ and α/β, based on the projection patterns of the axons (Crittenden *et al.* 1998; Lee *et al.* 1999). Extensive anatomical and functional characterization corroborates this classification as biologically relevant (Keene and Waddell 2007; Davis 2011; Dubnau and Chiang 2013). Gene expression differences between these three classes of MB KCs have been studied using microarray (Perrat *et al.* 2013), RNA sequencing (RNA-seq) (Crocker *et al.* 2016) and single-cell RNA-seq (Croset *et al.* 2018; Davie *et al.* 2018). However, it is known that the three KC classes can be further separated into seven subtypes: γd, γm, α′/β′ap, α′/β′m, α/βp, α/βs and α/βc KCs. The functional relevance of this further subdivision is supported by expression of split-GAL4 lines, analysis of the axonal projection patterns of individual neurons from each cell subtype (Luan *et al.* 2006; Aso *et al.* 2014a) and investigation of their functional roles in behavior (Perisse *et al.* 2013; Sitaraman *et al.* 2015a; Vogt *et al.* 2016; Yang *et al.* 2016). Until now, there have been no attempts to identify the unique transcriptional programs that control/establish the identity of each of these seven cell subtypes, while cell clustering using a resource of enormous single-cell transcriptional profiles showed only three MB KC clusters (Davie *et al.* 2018). But the availability of intersectional genetics approaches that make use of split-GAL4 provide the means to investigate each of the subtypes individually (Luan *et al.* 2006; Pfeiffer *et al.* 2008; Aso *et al.* 2014a).

Several methods have been developed to characterize the transcriptional programs of specific cell types in flies, such as TRAP (Heiman *et al.* 2008), TU-tagging (Miller *et al.* 2009), and EC-tagging (Hida *et al.* 2017). Here, we used an improved version of the INTACT method (Henry *et al.* 2012), called tandem affinity purification of intact nuclei and RNA-sequencing (TAPIN-seq; Davis *et al.* 2018), to profile the nuclear transcriptomes of all seven MB neuronal subtypes that constitute the MB (Aso *et al.* 2014a). These transcriptomes revealed ∼350 genes with either class- or subtype-specific expression, including several well-known and many new class or subtype markers. Moreover, our data provide a full accounting of the input-output signaling properties for each of these neuron subtypes including neurotransmitter biosynthetic machinery, neuropeptides and neurotransmitter and neuropeptide receptors.

## Materials and Methods

### Fly stocks

Because quantitative traits such as gene expression profiles can be sensitive to genetic background, we created a newly isogenic subline of *w^1118^* (*isoCJ1*), which was itself derived from Canton-S wild type as an inbred line many years ago (Yin *et al.* 1994). To generate the isogenic strain, we used ten-generations of single male and female sibling crosses to generate 10 independent isogenic strains. MJ2 was selected based on its ability to form comparable olfactory short-term memory performance to the parental strain in the standard Pavlovian task (Supplemental Material, Figure S1). The nuclear envelope epitope tagged transgene *P{5XUAS-unc84*::*2XGFP}attP40*, the pJFRC28 strain *P{10XUAS-IVS-GFP-p10}attP2* and each of the split-GAL4 inserts were backcrossed into this new MJ2 wild type strain for five generations to equilibrate each to this isogenic background. For each split-GAL4 combination, we separately backcrossed the GAL4 activating domain and DNA-binding domain components, and then combined the two hemi-drivers as a split-GAL4 line in the MJ2 background thereafter using standard balancer chromosomes that had themselves been equilibrated to the MJ2 strain. The *UAS-WM P{5XUAS-myr*::*GFP-V5-p2A-His2B*::*mCherry-HA}* reporter strain was generated using standard approaches (Chang *et al.* 2018). Flies were cultured on standard cornmeal food using the standard cornmeal recipe from Bloomington stock center. Food was supplemented with antibiotics.

For imaging to characterize expression with each split-GAL4 strain that had been reconstituted in the MJ2 background, we used 2 – 5 day old male flies. For RNA-seq sample preparation, each split-GAL4 line was crossed to the *P{5XUAS-unc84*::*2XGFP}attP40*. 2 – 5 day old adult progeny for each genotype were collected and frozen in liquid nitrogen between 10 am and 7 pm.

### TAPIN purification of nuclei

Fly heads from a mixed population of male and female flies were first isolated with a customized sieve. 400 frozen heads were added to 6 mL of 20 mM sodium acetate pH 8.5, 2.5 mM MgCl_2_, 250 mM sucrose, 0.5% NP-40, 0.6 mM spermidine, 0.2 mM spermine, 1 mM DTT, 1× complete protease inhibitor (Sigma: 5056489001), 0.5 mg/mL torula RNA (ThermoFisher: AM7118), 0.6 mg/mL carboxyl coated Dynabeads (ThermoFisher: 14306D) and 1.6 μg anti-GFP antibody (ThermoFisher: G10362). Homogenization was carried out on ice by 50 tractions in a Dounce homogenizer using the tight pestle followed by filtration over either a 10 or 20 μm cup filter (Partec: 0400422314, 040042315).

Released chromatin and broken nuclei were adsorbed to carboxyl coated magnetic beads for 30 min at 4° with constant rotation. Unbound antibody was removed by incubating the sample on ice for 20 min with 100 μL of washed UNOsphere SUPra resin (Bio-Rad: 1560218). After the resin was removed on a 10 μm cup filter and the carboxyl beads on a magnet stand, the nuclei-containing supernatant was mixed with an equal volume of 500 mM sodium acetate pH 8.5, 250 mM sucrose, 6 mM EGTA, 6 mM EDTA, 0.6 mM spermidine, 0.2 mM spermidine, 1 mM DTT, 1× complete protease inhibitor, 0.25 mg/mL torula RNA and 30 μL Protein A Dynabeads (ThermoFisher: 10002D). A 2-hour incubation on ice with occasional agitation was used to recover tagged nuclei. Bead-bound nuclei were then recovered on a magnet stand and washed twice with 250 mM sodium acetate pH 8.5, 250 mM sucrose and 0.1% NP-40. Nuclei were then released at 37° for 1 hr by incubation in 50 μL of 10 mM Tris pH 7.5, 2.5 mM MgCl_2_, 0.5 mM CaCl_2_, 250 mM sucrose, 0.1% NP-40, 1 mg/mL torula RNA, 40 units RNAsin (Promega: N2515), 2 units DNAseI (NEB: M0303L), 320 units IdeZ protease (NEB: P0770S). The sample was diluted to 100 μL with 10 mM Tris pH 7.5, 2.5 mM MgCl_2_, 0.5 mM CaCl_2_, 250 mM sucrose and 0.1% NP-40, EGTA was added to 1 mM and the suspension was rapidly triturated 100 times. After returning the sample to a magnet stand, 90 μL of buffer containing released nuclei was removed and added to 1.5 μL of Protein G Dynabeads (ThermoFisher: 10004D) that were previously resuspended in 10 μL of 10 mM Tris pH 7.5, 2.5 mM MgCl_2_, 0.5 mM CaCl_2_, 250 mM sucrose and 0.1% NP-40. The second binding reaction was run for 1 – 3 hr on ice with occasional agitation, followed by 2× 250 μL washes in 10 mM Tris pH 7.5, 2.5 mM MgCl_2_, 0.5 mM CaCl_2_, 250 mM sucrose and 0.1% NP-40. Prior to the last wash a 5 μL aliquot was removed for quantitation and the remainder of the sample was solubilized in Arcturus Picopure RNA extraction buffer (ThermoFisher: KIT0204).

### RNA-seq library construction

Nuclear RNA was DNAseI treated and purified using the Arcturus PicoPure system exactly as instructed by the supplier. Purified RNA was mixed with a 1:100,000 dilution of ERCC standard RNA (ThermoFisher: 4456740) and amplified using the Nugen Ovation v2 system (Nugen: 7102-32). cDNA was then blunted, ligated to barcoded linkers (Nugen: 0319-32, 0320-32) and sequenced in paired-end mode on an Illumina HiSeq2500 to 125 nt read lengths.

### RNA-seq data analysis

We trimmed RNA-seq reads (5nt from the 5′ end of the forward read, using seqtk option “trim -b 5”; https://github.com/lh3/seqtk) to remove non-transcript sequences introduced by the NuGen Ovation kit and then pseudo-aligned these to the Drosophila transcriptome (ENSEMBL release 91, BDGP6) using kallisto (Bray *et al.* 2016) to estimate transcript abundances. We also included sequences for the synthetic ERCC spike-in species and TAPIN reporter in the transcriptome index. After pseudo-alignment, we removed ERCC, TAPIN reporter, and ribosomal RNA entries and renormalized the transcript abundance matrix to units of transcripts per million (TPM). To visualize TAPIN-seq signal across the genome, we also aligned trimmed reads to the whole genome (BDGP6, dm6) using STAR (Dobin *et al.* 2013), created bigWig genome tracks (deeptools; Ramírez *et al.* 2016), and visualized them in the IGV genome browser (Robinson *et al.* 2011).

To identify class- and subtype-enriched genes, we performed differential expression analysis using the estimated counts from kallisto as input to limma (Ritchie *et al.* 2015), voom (Law *et al.* 2014), and quantile normalizing the expression levels to account for differences in the number of genes detected in each sample (Table S1). We used criteria of at least 10 TPM abundance in one sample, at least twofold difference in expression, and 5% false discovery rate to identify differentially expressed genes.

### Immunohistochemistry

Immunohistochemistry was performed essentially as in a previous report (Wu *et al.* 2013). Brains were dissected in isotonic PBS and immediately transferred to 4% paraformaldehyde in PBS for a 30-min fixation at room temperature. Fixed brain samples, were rinsed with isotonic PBS and incubated in PBS containing 2% Triton X-100, 10% normal goat serum (NGS; Penetration & Blocking Buffer) while being subjected to a degassing procedure (Chiang *et al.* 2011). Brain samples were agitated in the same buffer at 4° overnight. Brains were then transferred to primary antibodies diluted with PBS containing 0.25% Triton X-100, 1% NGS (Dilution Buffer) and agitated at 4° for 1–3 day. After primary antibody incubation, the brain samples were washed in PBS containing 1% Triton X-100, 3% NaCl (Washing Buffer) three times before they were moved to the 1:250 diluted secondary antibodies for one day agitation at 4°. For the biotin amplification staining (Figure 4, S3 & S4A), samples were washed three times and agitated in the 1:500 diluted Alexa Fluor 635 streptavidin (Thermo Fisher Scientific, USA: S-32364) at 4° for 1 day. Finally, the immunolabeled brain samples were washed three times, cleared and mounted in a drop of *FocusClear* (CelExplorer Labs, Taiwan: FC-101) between two coverslips separated by a spacer ring of ∼200 μm thickness, so the brain samples were not flattened. The Penetration & Blocking Buffer and Dilution Buffer contain additional 0.02% Sodium Azide as a preservative. For GAL4 line characterization, 1:100 dilution of mouse anti-dlg1 (4F3, deposited to the DSHB, USA by Goodman, C.) plus 1:250 dilution of rabbit anti-GFP (Thermo Fisher Scientific, USA: A-6455) primary antibody and 1:250 dilution of secondary antibody of Alexa Fluor 633-conjugated goat anti-mouse (Thermo Fisher Scientific, USA: A-21052) and Alexa Fluor 488-conjugated F(ab’)2-goat anti-rabbit (Thermo Fisher Scientific, USA: A-11070) were used. For the MB marker gene confirmation, a 1:4000 dilution of rabbit anti-sNPFp (Johard *et al.* 2008) or 1:20 dilution of mouse anti-Fas2 (1D4, deposited to the DSHB, USA by Goodman, C.) or 1:20 dilution of mouse anti-trio (9.4A, deposited to the DSHB, USA by Hama, C.) primary antibody, 1:250 dilution of secondary antibody of biotin-conjugated goat anti-rabbit (Thermo Fisher Scientific, USA: 65-6140) or biotin-conjugated goat anti-mouse (Thermo Fisher Scientific, USA: D-20691) were used. For the GABAergic identification staining, a 1:250 dilution of mouse anti-GFP (MilliporeSigma, USA: 11814460001) together with 1:250 dilution of rabbit anti-GABA (MilliporeSigma, USA: A2052) or 1:500 dilution of rabbit anti-Gad1 (Featherstone *et al.* 2000) or 1:400 dilution of rabbit anti-VGAT (Fei *et al.* 2010) primary antibodies, and 1:250 dilution of secondary antibody of Alexa Fluor 488-conjugated goat anti-mouse (Thermo Fisher Scientific, USA: A-11029) together with biotin-conjugated goat anti-rabbit or Alexa Fluor 647-conjugated goat anti-rabbit (Thermo Fisher Scientific, USA: A-21244) were used.

### Confocal imaging and post-imaging processing

Brain samples were imaged under a Zeiss LSM 800 confocal microscope with a 40X C-Apochromat water-immersion objective lens (N.A. value 1.2). The settings for scanning were manually adjusted. To overcome the limited field of view when imaging the GAL4 expression patterns, we scanned each brain in two parallel stacks of confocal images with some overlap between the two brain hemispheres, with a voxel size of 0.31 X 0.31 X 1.25 μm. We then stitched the two image stacks into a single data set with ‘Pairwise stitching’ function in Fiji (Preibisch *et al.* 2009; Schindelin *et al.* 2012), segmented the brain region based on the dlg1 staining channels with 3D Slicer (https://www.slicer.org; Kikinis *et al.* 2013), and made a ‘Z projection’ with Fiji (Schindelin *et al.* 2012). The MB subtype models were constructed from the GFP channel of the confocal images used for projections, by using the 3D Slicer to segment, show 3D, and conduct smoothing.

### Cell counting

The confocal images for cell counting were acquired with a voxel size of 0.16 X 0.16 X 1.00 μm. The GFP channel was first used to identify KCs, and then the ‘Cell Counter’ plugin in Fiji was used to count all detectable nuclei in the mCherry channel (Preibisch *et al.* 2009). For each line, we counted three hemispheres from three different animals.

### Data availability

All *Drosophila* strains are available upon request. Supplemental files are available at FigShare. Files S1 – S7 contain the expression pattern for each of the split-GAL4 drivers, while Files S8 – S14 contain one example of the cognate WM images used for cell counting. Figure S1 contains the olfactory short-term memory performance for 10 newly generated isogenic strains. Figure S2 contains overview of the workflow of TAPIN purification of nuclei and the molecular size distribution of amplified cDNA obtained from the 14 TAPIN-seq libraries. Figure S3 and S4 contains the view of the cell bodies of MB KCs in the confocal images that have double labeling for immunostaining and GAL4 expression. Table S1 contains the TAPIN-seq library statistics, including the numbers of raw reads, pseudoaligned reads and uniquely aligned reads, as well as the detected gene numbers. Table S2 contains the full list of genes enriched and depleted in individual MB classes and subtypes. The sequencing reads and processed data files, including the tables of estimated abundances, are available in NCBI GEO (GSE119629). All code used to analyze RNA-seq results and create the figures and tables in this manuscript are available in the GitHub repository (http://github.com/fredpdavis/mushroombody). Supplemental material available at Figshare: https://doi.org/10.25387/g3.7267481.

## Results

### TAPIN-seq profiling of MB neuronal cell subtypes

To label MB subtypes, we used seven split-GAL4 lines: MB607B (γd), MB131B (γm+d), MB370B (α′/β′ap+m), MB418B (α′/β′m), MB371B (α/βp), MB185B (α/βs) and MB594B (α/βc) (Aso *et al.* 2014a). We first backcrossed all the split GAL4 hemi-drivers and the nuclear-tag reporter (Henry *et al.* 2012) into MJ2, an isogenic Canton-S derivative (Methods). Because of the change in genetic background, we re-characterized the expression pattern of each split-GAL4 combination to confirm that the expected cell subtype-specific pattern had not been altered. We used a novel membrane-GFP-P2A-nuclear-mCherry dual label reporter (Watermelon or WM for short; see Methods) (Chang *et al.* 2018), which expresses membrane-tethered GFP and nuclear mCherry from a single transcript via a viral ribosome skip peptide (P2A; Daniels *et al.* 2014). The GFP label revealed neuronal morphology, thereby confirming MB subtype specificity, and the nuclear-mCherry marked each nucleus, which permitted an accurate cell count. Using WM labeling, we found that each split-GAL4 combination yielded limited expression in only small numbers of neurons outside the MB, but exhibited strong expression in the annotated MB cell subtype (Figures 1A – 1G, 1A′ – 1G′ & Files S1 – S7) (Aso *et al.* 2014a). Using high-resolution imaging (Figures 1A″–1G″ & Files S8 – S14), we were able to count the total number of MB KCs of each subtype that is labeled by a given spilt-GAL4 combination (Table 1). The numbers of labeled cells for each MB KC subtype are in general agreement with a previous report (Aso *et al.* 2014a) and it appears that most if not all of the neurons of each subtype are labeled with these Split-GAL4 combinations. In fact the total number of KCs labeled by five non-overlapping split-GAL4 lines – MB131B, MB370B, MB371B, MB185B and MB594B – is very close to the estimated total number of KCs (1,855 *vs.* 2,000; Aso *et al.* 2014a), making it unlikely that any major KC subtype is missed. Together, these results confirm the previously reported specificity and comprehensiveness of these split-GAL4 lines to label each of the MB KC neuronal subtypes.

**Figure 1:**
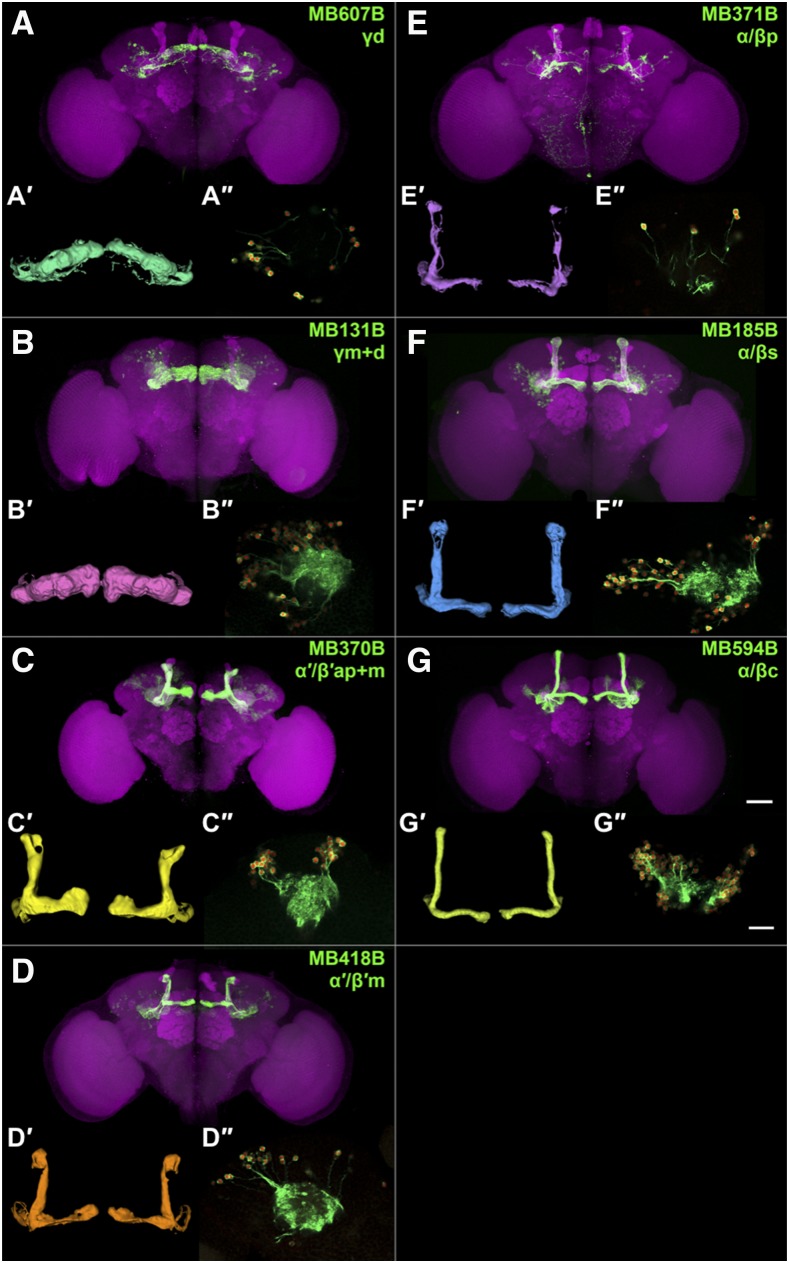
Characterizing mushroom body subtype drivers. (A-G) Expression pattern of the split-GAL4 driver lines used in this study. Green, the GFP plus anti-GFP immunoreactive signal; magenta, anti-dlg1 immunoreactive signal as a counterstain. The scale bar represents 50μm. (A′-G′) 3D model of the split-GAL4 expression pattern in MB. (A″-G″) Example of the high-resolution membrane-GFP-P2A-nuclear-mCherry dual label reporter (WM for short; see Methods) images used for cell counting. The scale bar represents 20μm. Genotype: MB607B > WM, *R19B03-p65.AD/UAS-WM-2*; *R39A11-GAL4.DBD/+*, MB131B > WM, *R13F02-p65.AD/UAS-WM-2*; *R89B01-GAL4.DBD/+*, MB370B > WM, *R13F02-p65.AD/UAS-WM-2*; *R41C07-GAL4.DBD/+*, MB418B > WM, *R26E07-p65.AD/UAS-WM-2*; *R30F02-GAL4.DBD/+*, MB371B > WM, *R13F02-p65.AD/UAS-WM-2*; *R85D07-GAL4.DBD/+*, MB185B > WM, *R52H09-p65.AD/UAS-WM-2*; *R18F09-GAL4.DBD/+*, and MB594B > WM, *R13F02-p65.AD/UAS-WM-2*; *R58F02-GAL4.DBD/+*.

**Table 1:** List of split-GAL4 lines labeling MB subtype (n = 3)

DRIVER	MB SUBTYPE	NUMBER OF CELLS
MB607B	γd	132.00 ± 6.03
MB131B	γm+d	574.33 ± 2.73
MB370B	α′/β′ap+m	405.33 ± 18.80
MB418B	α′/β′m	152.67 ± 3.71
MB371B	α/βp	77.33 ± 2.85
MB185B	α/βs	294.33 ± 16.68
MB594B	α/βc	505.33 ± 9.67

To profile the nuclear transcriptome of each MB subtype, we used TAPIN-seq (Davis *et al.* 2018), a modification of INTACT (Henry *et al.* 2012) that yields improved selectivity by use of a two-step purification (Figure S2A). The 7 characterized split-GAL4 combinations were used to express the nuclear membrane protein UNC84 fused with 2 copies of GFP (Figure 2A). For each split-GAL4 combination, tagged nuclei of a given MB KC subtype were purified from ∼400 fly heads. Nuclear RNA was then extracted and used to generate RNA-seq libraries (Figure S2B). We generated libraries from two independent biological replicates for each MB KC subtype, and paired-end sequenced them (Table S1). 

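The 14 libraries made up 2 replicates for each of 7 split-GAL4 driver lines. They gave 4 libraries of the γ class (γd and γm+d), 4 of the α′/β′ class (α′/β′ap+m and α′/β′m) and 6 of the α/β class (α/βp, α/βs and α/βc). TAPIN-seq reads the RNA held in affinity-purified nuclei, here of mixed-sex flies 2 to 5 days old. The authors estimated abundances with kallisto against the transcripts of the BDGP6 assembly, removed spike-in, reporter and ribosomal RNA entries, and rescaled the rest to the same sum in every library, in units of TPM. Their processed tables hold TPM for 30484 transcripts and 13931 genes, and a gene's TPM equalled the sum over its transcripts to within 0.07 TPM. Each library sums to 1000000 TPM (1000001 in 1 library), so TPM keep no record of the number of reads. The depth of a library, and the lowest level it could detect, are therefore unknown from these values, and Table S1 was not used here. Libraries differed in how many genes they captured. Genes above 0 TPM numbered 5632 and 7601 in the γd replicates, 6534 and 9602 in the α/βp replicates, and between 8836 and 11359 in every other library. Of 66 ribosomal protein genes, 31 stood at 0 in γd replicate 1, 21 in α/βp replicate 1 and 5 in γd replicate 2, against at most 2 in each other library. A gene at 0 in such a library is for that reason given as listed at 0, with each library's value, and not as absent. Differences were tested with limma on quantile-normalized log2(TPM + 1), with a variance trend on expression level, among the 8646 genes with at least 10 TPM in at least 1 library. A gene counted as enriched in, or depleted from, a class or subtype when it was past a Benjamini-Hochberg adjusted p of 0.05 and a 2-fold difference against each of the other classes or subtypes. The authors tested kallisto's estimated counts with voom and limma, a step that needs counts and was not repeated. Fold changes are log2 differences of TPM + 1 with their standard error (SE), errors of TPM are SDs between libraries, and gene positions are those of BDGP6.

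**Figure D1:**
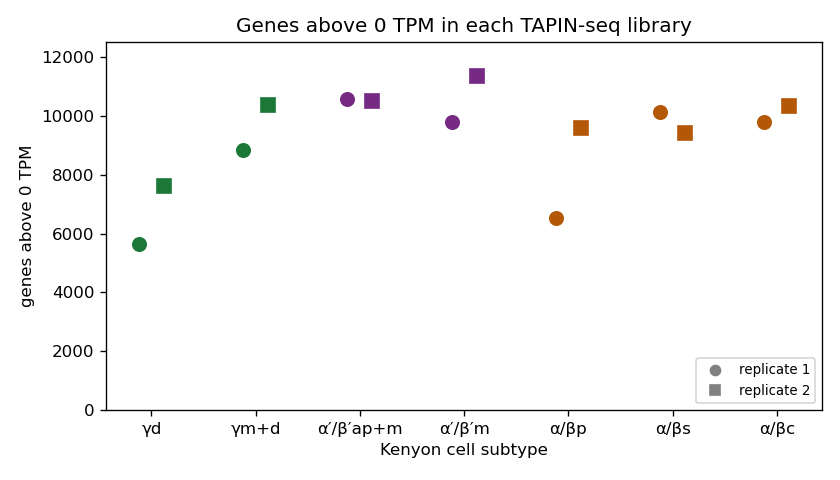
Number of genes above 0 TPM in each of the 14 libraries, by Kenyon cell subtype, with 1 point per replicate. The lowest points are γd replicate 1 at 5632 genes and α/βp replicate 1 at 6534 genes.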

We estimated transcript abundances in each library using kallisto (Bray *et al.* 2016; see Methods). The sequencing reads and estimated abundances are available in NCBI GEO (GSE119629).

**Figure 2:**
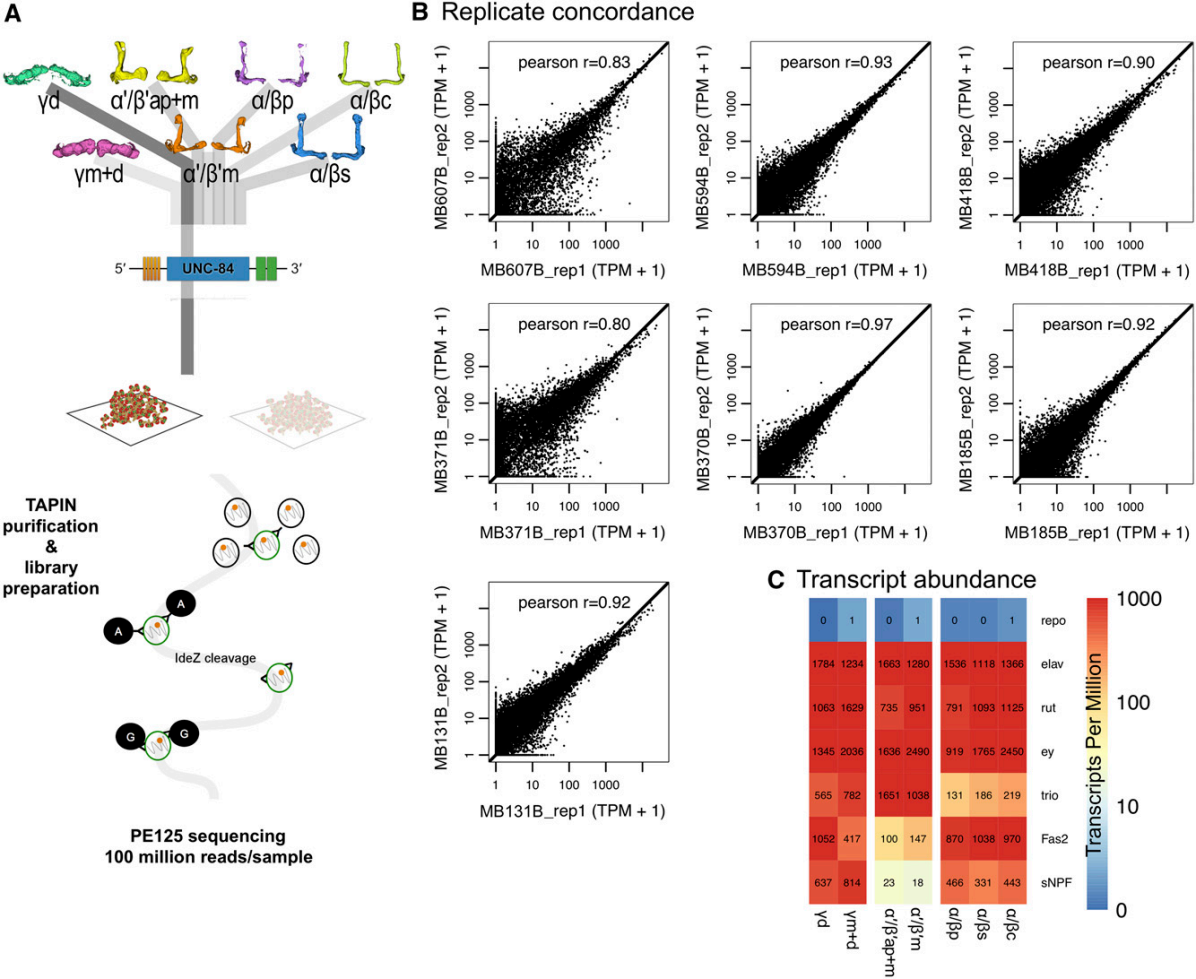
TAPIN-seq profiling of MB subtypes. (A) Driver lines expressing in the seven Kenyon cell subtypes were crossed with the TAPIN-seq reporter, which labels the nuclei in each subtype. Nuclear RNA from each subtype was used to generate RNA-seq libraries, which were sequenced in paired-end mode. (B) We estimated reproducibility of the TAPIN-seq measurements by calculating the Pearson correlation between estimated transcript abundances (log2 transformed Transcripts Per Million + 1). (C) The TAPIN-seq transcriptomes recover the neuronal marker *elav*, while not detecting the glial marker *repo*. The transcriptomes also recover the expected expression patterns of the known pan-Kenyon cell markers *ey* and *rut* as well as class-enriched genes *trio*, *Fas2*, and *sNPF*.

Transcript abundances were well correlated between replicate libraries (Figure 2B). 

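Over all 30484 transcripts, Pearson's r between the log2(TPM + 1) values of the 2 replicates was 0.928 for α′/β′ap+m, 0.870 for α/βc, 0.861 for α/βs, 0.852 for γm+d, 0.8289 for α′/β′m, 0.703 for γd and 0.686 for α/βp. These correlations run across transcripts, which are not independent replicates. With gene totals in place of transcripts, r lay between 0.805 for α/βp and 0.967 for α′/β′ap+m. Pairs of libraries from the same class but different subtypes had a mean r of 0.782 over transcripts (20 pairs, from 0.605 to 0.871), and pairs from different classes a mean of 0.765 (64 pairs, from 0.581 to 0.872), against 0.819 for the 7 replicate pairs. The lowest replicate correlations belong to the drivers with the fewest labelled cells in Table 1. Across the 7 drivers, the replicate r rose with the number of labelled cells at a Pearson's r of 0.745 (exact permutation test, two-sided, p = 0.0623) and a Spearman's rho of 0.750 (exact permutation test, p = 0.0663). The adjusted p was 0.133 for both, over 4 relations of 2 measures with cells. Against log2 of the number of cells, outside those 4 relations, Pearson's r was 0.847 (exact permutation test, p = 0.0121). Without γm+d and α/βp, the drivers farthest from the median number of cells, Pearson's r was 0.742, over 5 drivers.

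**Figure D2:**
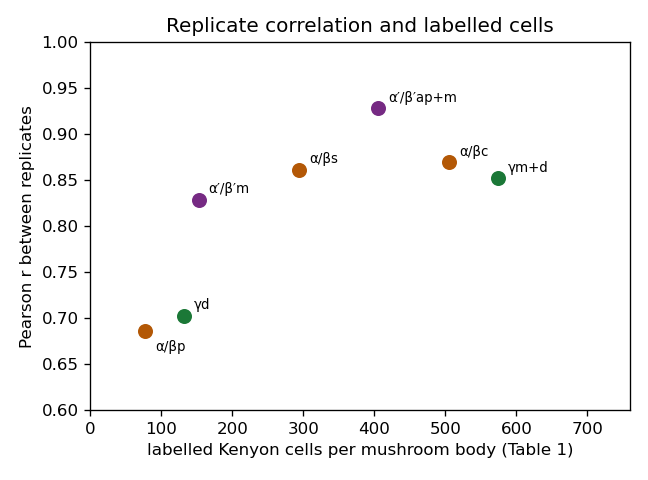
Pearson's r between the 2 replicates of each driver, over log2(TPM + 1) of 30484 transcripts, against the paper's number of labelled cells per driver. The points run from α/βp, at 77.33 cells and an r of 0.686, to γm+d, at 574.33 cells and an r of 0.852; the highest r is that of α′/β′ap+m, 0.928.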

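elav (FBgn0260400; chromosome X, 509235 to 523226, minus strand), which encodes an RNA-binding protein of neurons, had a mean of 1118 ± 124 in α/βs (SD, n = 2) and of 1784 ± 184.5 in γd, the lowest and highest of the 7 subtypes. Its exons share 2994 bases with lncRNA:enrr on the same strand and 673 bases with arg on the opposite strand. Where the authors' transcript set held these genes, kallisto could have divided reads of the shared bases among them. By mean TPM over the libraries, elav stood at percentile 99.3 of all genes. repo (FBgn0011701; chromosome 3R, 18236192 to 18239602, plus strand), a transcription factor gene of glia, was listed at 0 in γd replicate 1, α/βp replicate 1 and α/βs replicate 2, and reached at most 2.18 TPM in γm+d replicate 2. The lowest elav value of any library, 1029.8 TPM, was above the highest repo value.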

We observed strong expression of the neuron-specific marker *elav* in all subtypes (1,118 – 1,784 TPM), contrasting with low levels of the glial-specific gene *repo* (0.1 – 1.3 TPM; Figure 2C), consistent with a high-fidelity purification of TAPIN labeled nuclei. 

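ey (FBgn0005558; chromosome 4, 697689 to 721173, plus strand), the Pax6 transcription factor gene, had a mean TPM from 919 ± 407 in α/βp to 2490.2 ± 514 in α′/β′m (SD, n = 2 libraries). Its largest difference between subtypes was that of α/βc over α/βp, a log2 fold change of 1.45 (SE 0.37, adjusted p = 0.0532), which did not pass the threshold of limma's test. rut (FBgn0003301; chromosome X, 14787478 to 14826073, minus strand), an adenylyl cyclase gene, ranged from 735 ± 29.5 in α′/β′ap+m to 1629 ± 284 in γm+d. The difference of γm+d over α′/β′ap+m, its largest, had a log2 fold change of 1.02 (SE 0.23, adjusted p = 0.0291).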

We also detected strong and broad expression of genes expected in all MB neuron subtypes, such as the transcription factor *ey* (919 – 2,490 TPM) and components of the cAMP signaling pathway such as *rutabaga* (735 – 1,629 TPM) which encodes the Ca^2+^/calmodulin-activated adenylyl cyclase (Figure 2C; Crittenden *et al.* 1998). The TAPIN-seq profiles also recovered the expected pattern of genes known to be enriched in individual classes, including *trio*, *Fas2*, and *sNPF*.

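trio (FBgn0024277; chromosome 3L, 995982 to 1034875, minus strand) had 565 ± 0.948 TPM (SD, n = 2 libraries per subtype) in γd, 782 ± 113 in γm+d, 1651 ± 54.7 in α′/β′ap+m, 1038 ± 347 in α′/β′m, 130.7 ± 90.7 in α/βp, 186 ± 20.1 in α/βs and 219 ± 16.1 in α/βc. The α/βp replicates stood at 66.5 and 195 TPM, and the lower of them lies apart from the other 5 α/β libraries. Fas2 (FBgn0000635; chromosome X, 4132887 to 4206093, minus strand) had 869.7 ± 354 TPM in α/βp, 1038 ± 20.6 in α/βs, 970.5 ± 200.2 in α/βc, 100.3 ± 2.09 in α′/β′ap+m and 147 ± 68.7 in α′/β′m, where the replicates read 196 and 98.8 TPM. sNPF (FBgn0032840; chromosome 2L, 20027915 to 20056373, plus strand) had 637 ± 102 TPM in γd, 814 ± 206 in γm+d, 23.3 ± 1.41 in α′/β′ap+m and 17.7 ± 4.89 in α′/β′m.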

### Genes enriched in MB neuronal classes and subtypes

We next identified transcripts that are differentially expressed across MB neuron classes or subtypes using three criteria (Methods). 

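Of the 8646 genes tested, 29 were enriched in and 34 depleted from the γ class, 60 and 63 the α′/β′ class, and 81 and 58 the α/β class. These 325 calls fell on 318 genes, since 7 genes had a call in 2 classes. The alternative that raised the total most compared each class with the mean of the other classes and gave 906 calls. The one that lowered it most used the mean of the replicates as 1 value per subtype and gave 80 calls, all among the 325. Among the subtypes, 35 genes were enriched in α′/β′m, 20 in α/βp, 5 in α′/β′ap+m, 3 in γd and 2 in γm+d. The depleted genes were 24 in α/βp, 22 in γd, 4 in α′/β′ap+m and 2 in γm+d. With genes of identical TPM in every library, such as copies of histone genes, counted once, 18 were enriched in α′/β′m and 14 depleted from γd. No gene was depleted from α′/β′m, where 6 genes were at least 2-fold lower than in every other subtype at an unadjusted p below 0.05. No gene was called in α/βs or α/βc. By the same unadjusted measure, 17 genes were higher and 4 lower in α/βs than in every other subtype, and 11 were higher and 17 lower in α/βc. The 117 subtype calls were on 116 genes, 16 of which also had a class call. Compared with the mean of the other subtypes, the calls numbered 2561, the alternative with the largest change.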

We found 341 transcripts that are enriched or depleted in one of the three MB neuron classes (Figure 3A) and 57 that are enriched or depleted in one of the seven MB cell subtypes (Figure 3B; Table 2 for summary and Table S2 for the full gene list). To evaluate the accuracy of our differential expression analysis, we examined several genes encoding proteins reported to differentially label MB cell classes. Antibodies against trio, for example, are reported to label α′/β′ and γ classes (Awasaki *et al.* 2000). Indeed, the *trio* gene is identified in our analysis as an MB class-specific gene depleted in α/β KCs (average 179 TPM in α/β *vs.* 1,345 TPM α′/β′ and 674 TPM γ), and we confirm that anti-trio immunoreactivity is localized in the MB α′/β′ and γ lobes, and their cell bodies (Figure 4A). 

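Across the libraries of a class, trio had 674 ± 142 TPM in γ (SD, n = 4), 1345 ± 408 in α′/β′ (n = 4) and 179 ± 58.2 in α/β (n = 6). Its log2 fold change in α/β was -1.96 (SE 0.29, adjusted p = 0.000525) against γ and -3.04 (SE 0.29, adjusted p = 2.37e-06) against α′/β′. With each library left out in turn it stayed between -2.04 and -1.73 against γ and between -3.27 and -2.80 against α′/β′. The γ class was lower than the α′/β′ class by a margin that did not pass the adjusted threshold, at a log2 fold change of -1.07 (SE 0.32, adjusted p = 0.0871). The 5′ end of trio shares 179 exonic bases with CG9205 on the opposite strand.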

Fas2 has been reported to exhibit strong immunoreactive signal in the MB α/β lobe class, weak signal in the γ lobe class and no signal in the α′/β′ lobe class (Crittenden *et al.* 1998). Consistent with this protein distribution, we identify *Fas2* transcripts as an MB class-specific gene depleted in α′/β′ KCs (124 TPM α′/β′ *vs.* 959 TPM α/β and 734 TPM γ). 

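Fas2 had 124 ± 48.1 TPM in the α′/β′ class (SD, n = 4 libraries), 959 ± 197 in the α/β class (n = 6) and 734 ± 379 in the γ class (n = 4). The α′/β′ class differed from γ by a log2 fold change of -2.55 (SE 0.37, adjusted p = 0.000471) and from α/β by -3.16 (SE 0.34, adjusted p = 7.81e-06). Leaving out 1 library at a time gave -2.90 to -2.26 against γ and -3.47 to -3.06 against α/β. The difference between γ and α/β had a log2 fold change of -0.61 (SE 0.34, adjusted p = 0.427) and did not pass the threshold.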

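Between the subtypes of the γ class, Fas2 had 1052 ± 110.1 TPM in γd (SD, n = 2) and 417 ± 125 in γm+d. Both γd libraries, at 974 and 1129 TPM, were above the γm+d libraries, at 506 and 329 TPM, but the log2 fold change of 1.34 (SE 0.40, adjusted p = 0.115) did not pass limma's threshold.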

At the cell type level, *Fas2* was enriched in in the γd subtype relative to γm+d (1,052 *vs.* 417 TPM, respectively). Using immunolabeling, we confirmed this pattern of anti-Fas2 immunoreactivity. As previously reported, we detect strong immunoreactive signal of Fas2 in the α/β lobe class of neurons, somewhat weaker signal in the γ lobe class and no signal in the α′/β′ lobe class neurons. We further demonstrate that Fas2 immunoreactivity appears weaker in the γm subtype compared to γd subtype KCs (Figure 4B), which mirrors the prediction from the TAPIN-seq described above.

**Figure 3:**
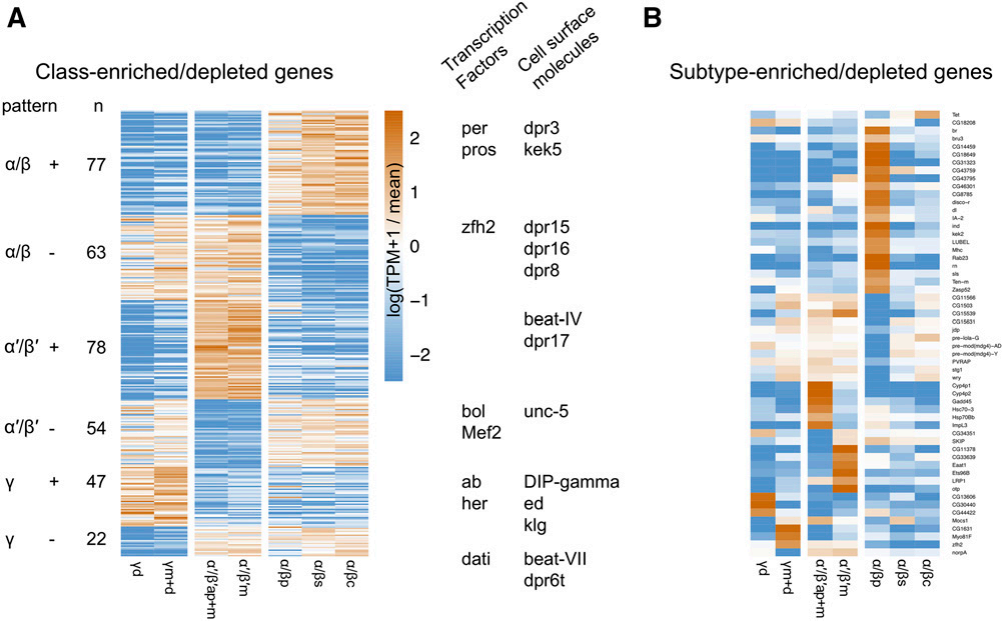
Differential expression of MB class-specific genes (A) and subtype-specific genes (B). Specific examples of up and downregulated genes for each subtype are indicated in (A).

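Of the 21 genes labelled in Fig. 3A, 14 had the call shown there. Of the 56 labels of Fig. 3B, 29 had their call, and every one of the other 27 had it when a subtype was compared with the mean of the other subtypes.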

**Table 2:** Number of genes enriched and depleted in individual MB classes and subtypes. Genes identified by limma/voom (q-value < 0.05, |fold change| > 2x)

GROUPTYPE	GROUP	ENRICHED	DEPLETED
class	γ	47	22
class	α′/β′	78	54
class	α/β	77	63
subtype	γd	3	2
subtype	γm+d	3	1
subtype	α′/β′ap+m	6	2
subtype	α′/β′m	6	0
subtype	α/βp	21	11
subtype	α/βs	0	0
subtype	α/βc	1	1

**Figure 4:**
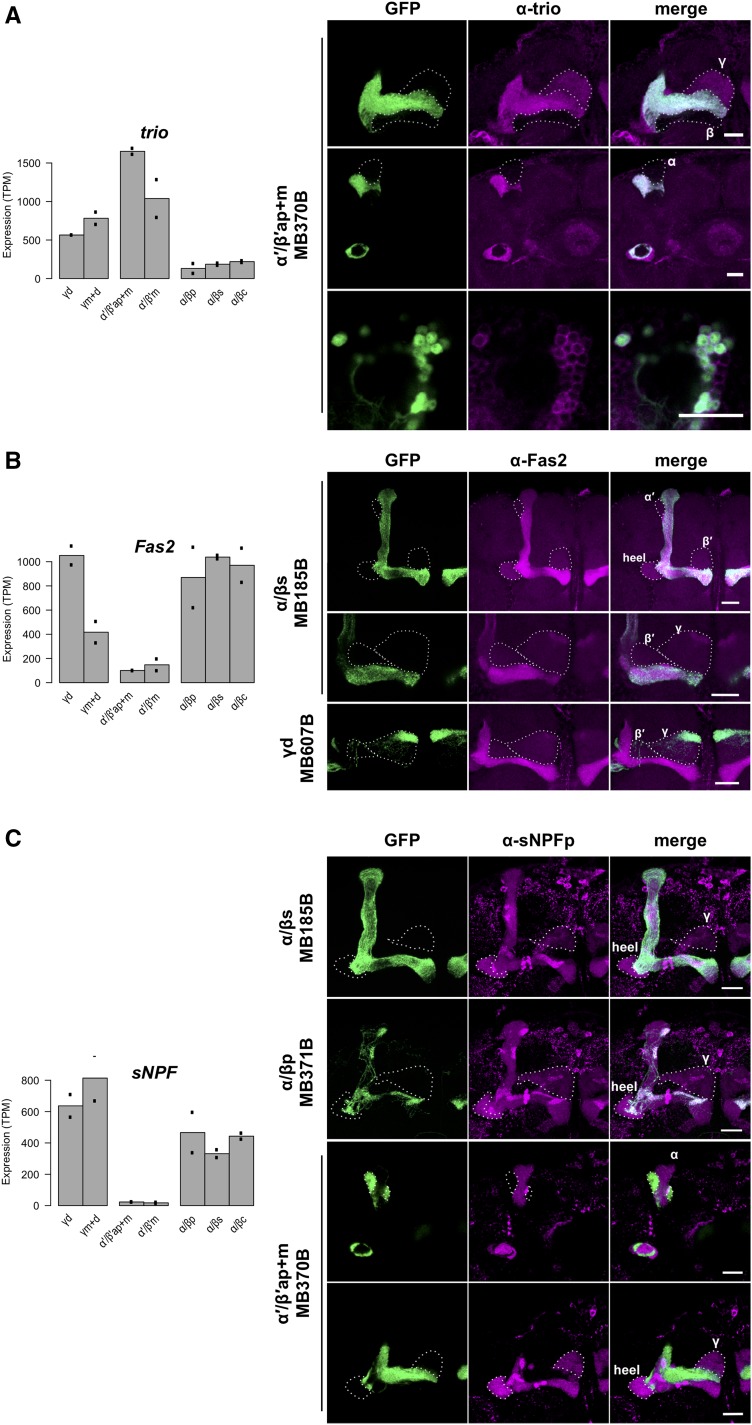
(A) *trio* is depleted in α/β KCs. Whole mount anti-trio immunostaining confirmed strong signal in the MB α′/β′ lobes, moderate signal in the γ lobe, and no signal in the α/β lobes. The cell bodies of MB α′/β′ KC class also showed immunoreactivity. (B) *Fas2* is depleted in MB α′/β′ KC class. Whole mount anti-Fas2 immunostaining confirmed stronger signal in the MB α/β and γd lobes. (C) *sNPF* is depleted in MB α′/β′ KC class. Whole mount anti-sNPF precursor immunostaining confirmed no detectable signal in the MB α′/β′ lobes. Among the immunoreactive α/β and γ lobes, the α/βp lobes showed the strongest signal. In each plot the bars represent the mean TPM, and the dots represent individual replicate values. Scale bars represent 20 μm. Expression patterns of the split-GAL4 lines were reported by *P{10XUAS-IVS-GFP-p10}attP2*.

We also examined the expression of the neuropeptide gene *sNPF* which we identified as an MB class-specific gene depleted in α′/β′ KCs (20 TPM in α′/β′ *vs.* 414 TPM α/β and 725 TPM γ). 

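sNPF had 20.5 ± 4.34 TPM in the α′/β′ class (SD, n = 4 libraries), 725 ± 168 in the γ class (n = 4) and 414 ± 106 in the α/β class (n = 6). The α′/β′ class was lower than γ by a log2 fold change of -5.56 (SE 0.33, adjusted p = 1.96e-08) and than α/β by -4.83 (SE 0.30, adjusted p = 2.25e-08). With each library left out in turn these ranged from -5.79 to -5.33 and from -5.06 to -4.59. The largest α′/β′ value, 24.3 TPM, lay below the smallest value of the other classes, 306 TPM.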

Immunolabeling with an antibody against the sNPF precursor confirmed a previous report and is consistent with the TAPIN-seq results. We observe no detectable signal in α′/β′ KC class neurons and strong signal in α/β and γ classes (Figure 4C; Johard *et al.* 2008). No noticeable signal was detected in the cell bodies of KCs (Figure S3), consistent with a previous description (Johard *et al.* 2008). At the protein level, we further noted elevated immunoreactivity in the MB α/βp subtype, which was not reflected by the TAPIN-seq results (Figure 4C). This discrepancy points either to limitations of TAPIN mediated profiling with these split-GAL4 lines and/or the importance of post-transcriptional regulatory mechanisms in determining the accumulation of the neuropeptide. 

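Within the α/β class, sNPF had 466 ± 182 TPM in α/βp (SD, n = 2), 331 ± 35.4 in α/βs and 443 ± 27.3 in α/βc. The α/βp replicates were 337 and 595 TPM, a wider spread than the distance between the subtype means. In α/βp, sNPF differed by a log2 fold change of 0.43 (SE 0.46, adjusted p = 0.702) from α/βs and 0.08 (SE 0.46, adjusted p = 0.965) from α/βc.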

Taken together, the identification of known differentially expressed transcripts and the immunostaining data for three identified examples broadly corroborate the fidelity of the TAPIN-seq results.

The differentially expressed genes also include several transcriptional regulators with class- and subtype-specific patterns (Figure 3). For example, we identify transcriptional regulators enriched in the γm+d (*zfh2*), α′/β′m (*Ets96B*, *otp*), α/βp (*br*, **bru3**, *dl*, *disco-r*, *ind*, *rn*), and α/βc (*Tet*) subtypes. 

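Among regulators that differ between classes, pros (FBgn0004595; chromosome 3R, 11328480 to 11407627, plus strand) was enriched in α/β, with a log2 fold change of 1.70 (SE 0.22, adjusted p = 0.000143) over γ and 2.47 (SE 0.22, adjusted p = 1.09e-06) over α′/β′; the first did not pass with median-ratio scaling (adjusted p = 0.0607). per (FBgn0003068; chromosome X, 2685580 to 2692780, plus strand) was enriched in α/β as well, at 14.7 ± 7.40 TPM (SD, n = 6), and in the γ class it was at 1.19 TPM in γm+d replicate 2 and at most 0.13 TPM in the other 3 libraries. With 1 value per subtype neither of its differences passed (adjusted p = 0.081 over γ and 0.0761 over α′/β′). Mef2 (FBgn0011656; chromosome 2R, 9913496 to 9958858, minus strand) was depleted from α′/β′, by a log2 fold change of -1.45 (SE 0.32, adjusted p = 0.0146) against γ and -2.20 (SE 0.29, adjusted p = 8.06e-05) against α/β, and the first did not pass without a variance trend (adjusted p = 0.0963) or with 1 value per subtype (adjusted p = 0.234). ab (FBgn0264442; chromosome 2L, 11210678 to 11261080, plus strand) was enriched in γ, by 5.76 (SE 0.63, adjusted p = 4.19e-05) over α′/β′ and 4.54 (SE 0.57, adjusted p = 9.02e-05) over α/β. her (FBgn0001185; chromosome 2L, 16677185 to 16679691, plus strand) was enriched in γ too, but its difference from α′/β′, a log2 fold change of 1.14 (SE 0.28, adjusted p = 0.0335), lost the call in each fit that left out a γ library or an α′/β′ap+m library, with an adjusted p from 0.0504 to 0.128, and with no filter on low values, no variance trend or 1 value per subtype, which also lost its difference from α/β (adjusted p = 0.158). dati (FBgn0262636; chromosome 4, 375640 to 395605, minus strand) was not called as depleted from γ, at -0.83 (SE 0.23, adjusted p = 0.063) against α′/β′ and -0.84 (SE 0.21, adjusted p = 0.0305) against α/β. zfh2 was depleted from α/β, where its mean was 56.8 ± 29.3 TPM, by a log2 fold change of -3.54 (SE 0.44, adjusted p = 9.02e-05) against γ and -3.04 (SE 0.44, adjusted p = 0.000192) against α′/β′, whose libraries include α′/β′m replicate 1 apart from the rest at 343 TPM.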

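Each of these genes was compared with all 6 other subtypes, and the smallest of its 6 fold changes decides a call. In α/βp, the smallest log2 fold change was 4.71 (adjusted p = 0.0456) for ind (FBgn0025776; chromosome 3L, 15042799 to 15043924, minus strand), which lies within Sytbeta on the same strand, 3.31 (adjusted p = 0.0051) for rn (FBgn0267337; chromosome 3R, 7272617 to 7309629, minus strand) and 2.56 (adjusted p = 0.0141) for br (FBgn0283451; chromosome X, 1575132 to 1664869, plus strand). All 3 were called. They had 244 ± 109.5, 2099.7 ± 1.55 and 1236 ± 379.9 TPM in α/βp (SD, n = 2). The call of ind was lost with a pseudocount of 0.1, without normalization beyond TPM, with median-ratio scaling, with no filter on low values, without a variance trend and with the replicate number as a block (adjusted p = 0.0543), and that of br with median-ratio scaling. The α/βp-enriched calls did not take in bru3 (FBgn0264001; chromosome 3L, 13521907 to 13803400, minus strand), whose smallest log2 fold change of 0.92 (adjusted p = 0.0243) is under 2-fold, dl (FBgn0260632; chromosome 2L, 17436830 to 17450364, minus strand), at 1.48 (adjusted p = 0.0858), or disco-r (FBgn0285879; chromosome X, 16118067 to 16148977, minus strand), at 2.12 (adjusted p = 0.235). In α′/β′m, otp (FBgn0015524; chromosome 2R, 20883625 to 20903414, minus strand) was called at 3.39 (adjusted p = 0.0133) and Ets96B (FBgn0039225; chromosome 3R, 24788054 to 24797955, plus strand) at 2.80 (adjusted p = 0.0404), with 31.5 ± 12.4 and 19.2 ± 6.70 TPM. Both lost the call with a pseudocount of 0.1, and Ets96B with the replicate block too (adjusted p = 0.0505). Each adjusted p of a smallest fold change is the largest of the 6. zfh2 (FBgn0004607; chromosome 4, 501810 to 540874, plus strand), which shares 2325 exonic bases with Tdg on the opposite strand, had 969 ± 245 TPM in γm+d and was not called there, at 1.32 (adjusted p = 0.0951).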

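Tet (FBgn0263392; chromosome 3L, 2786207 to 2879158, minus strand) had 1291 ± 308 TPM in α/βc (SD, n = 2), with replicates at 1509 and 1073 TPM, and 568 ± 19.1 in α/βs, the subtype with the next highest mean. In the other 5 subtypes the mean ran from 176 TPM in α/βp to 479 TPM in α′/β′ap+m. The difference of α/βc over α/βs had a log2 fold change of 1.14 (SE 0.36, unadjusted p = 0.00777, adjusted p = 0.884 from limma), so Tet was not called as enriched in α/βc. Over α/βp it was 2.88 (SE 0.36, adjusted p = 0.00144).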

Although the abundance and significance of DNA methylation in *Drosophila* is unclear, enrichment of the *Tet* DNA methyltransferase is intriguing given the role of DNA methylation in memory formation in other insects (Biergans *et al.* 2012) and mammals (Day and Sweatt 2010). The subtype-enriched expression could reflect a remnant of a functional expression pattern from an ancestral species with DNA methylation.

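Among cell-surface genes, kek2 (FBgn0015400; chromosome 2L, 11581937 to 11626883, plus strand) was enriched in α/βp at 222 ± 4.80 TPM (SD, n = 2), with a smallest log2 fold change of 2.52 (adjusted p = 0.0343); without normalization beyond TPM and with median-ratio scaling it was no longer called. Ten-m (FBgn0004449; chromosome 3L, 22293044 to 22407863, minus strand) had 205 ± 53.2 TPM in α/βp, where its smallest log2 fold change, 0.94 (adjusted p = 0.177), fell under the threshold. kek5 (FBgn0031016; chromosome X, 19353181 to 19471914, plus strand) had 209 ± 81.1 TPM in the α/β class (n = 6), a log2 fold change of 1.78 (SE 0.40, adjusted p = 0.0107) over α′/β′ and 1.41 (SE 0.40, adjusted p = 0.0673) over γ, so that it passed in 1 of the 2 comparisons, and in neither without α′/β′ap+m replicate 1 or α′/β′ap+m replicate 2 (adjusted p = 0.0553 and 0.0561 over α′/β′) or with 1 value per subtype (0.198). unc-5 (FBgn0034013; chromosome 2R, 15340472 to 15368300, plus strand) was depleted from the α′/β′ class, by a log2 fold change of -2.99 (SE 0.57, adjusted p = 0.00441) against γ and -4.07 (SE 0.52, adjusted p = 4.64e-05) against α/β. Of the α/β libraries, α/βp replicate 1 stood apart at 20.7 TPM of unc-5, and the γ difference did not pass without normalization beyond TPM (adjusted p = 0.244) with median-ratio scaling (adjusted p = 0.0861) or with 1 value per subtype (adjusted p = 0.103). beat-VII (FBgn0250908; chromosome 3R, 26645282 to 26681966, minus strand) was depleted from the γ class, at -3.65 (SE 0.47, adjusted p = 0.000139) against α′/β′ and -4.39 (SE 0.43, adjusted p = 4.72e-06) against α/β. ed (FBgn0000547; chromosome 2L, 4031377 to 4115749, plus strand) was enriched in the γ class, at 3.66 (SE 0.69, adjusted p = 0.00408) over α′/β′ and 2.58 (SE 0.63, adjusted p = 0.0265) over α/β. The α/β difference of ed did not pass in the 6 fits that left out γd replicate 1, γd replicate 2, γm+d replicate 1, α/βp replicate 2, α/βs replicate 1 or α/βs replicate 2, with an adjusted p from 0.0524 to 0.0926, nor without normalization beyond TPM (adjusted p = 0.0895), without a filter on low values (adjusted p = 0.0523) or with 1 value per subtype (adjusted p = 0.158, and 0.0654 for the α′/β′ difference).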

Several genes encoding cell-surface molecules were also differentially expressed across the subtypes. These genes included members of gene families previously implicated in specifying synaptic connectivity, including the defective proboscis extension response (Dpr) as well as the Dpr-interacting protein (DIP). 

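In the Dpr family, dpr3 (FBgn0053516; chromosome 2L, 2058790 to 2109878, minus strand) was enriched in the α/β class, with a log2 fold change of 2.60 (SE 0.57, adjusted p = 0.0136) over γ and 3.60 (SE 0.57, adjusted p = 5e-04) over α′/β′; without γm+d replicate 1 the γ difference had an adjusted p of 0.0642. dpr15 (FBgn0037993; chromosome 3R, 12138833 to 12158595, minus strand) was depleted from α/β, at -3.41 (SE 0.60, adjusted p = 0.00219) against γ and -3.80 (SE 0.60, adjusted p = 0.000489) against α′/β′. dpr8 (FBgn0052600; chromosome X, 14322226 to 14462351, plus strand) was also depleted from α/β, at -1.03 (SE 0.21, adjusted p = 0.00821) and -1.58 (SE 0.21, adjusted p = 9.02e-05), with α/βp replicate 2 apart from the other α/β libraries at 632 TPM. Without a variance trend, the γ difference of dpr8 had an adjusted p of 0.11. Without γm+d replicate 1 or without α/βp replicate 2 that difference was a log2 fold change of -0.89, and without γm+d replicate 2 it was just under 2-fold as well, so dpr8 was not called in these 3 fits. With 1 value per subtype, the γ differences of dpr3, dpr8 and dpr15 did not pass. dpr6 (FBgn0040823; chromosome 3L, 9974651 to 10139360, plus strand) was depleted from γ, at -2.37 (SE 0.44, adjusted p = 0.00389) against α′/β′ and -2.35 (SE 0.40, adjusted p = 0.00164) against α/β, and neither passed with 1 value per subtype (adjusted p = 0.127 and 0.0902). Neither dpr16 (FBgn0037295; chromosome 3R, 5150908 to 5170121, plus strand) nor dpr17 (FBgn0051361; chromosome 3R, 12094876 to 12111420, plus strand) was called: dpr16 had a log2 fold change of -2.78 (SE 0.81, adjusted p = 0.0744) between α/β and γ, and dpr17 one of 2.40 (SE 1.00, adjusted p = 0.258) between α′/β′ and γ. DIP-gamma (FBgn0039617; chromosome 3R, 28925004 to 28970372, minus strand) had 38.5 ± 46.5 TPM in γ (SD, n = 4), with a log2 fold change of 3.27 (SE 0.78, adjusted p = 0.0258) over α′/β′ and 2.63 (SE 0.71, adjusted p = 0.0517) over α/β. It passed in only the first of these comparisons, and in both when genes needed at least 10 TPM in 2 libraries, with a pseudocount of 5, with class contrasts from the subtype model, and without α′/β′m replicate 1 or α/βc replicate 1. The first of them did not pass without normalization beyond TPM (adjusted p = 0.243), with median-ratio scaling (adjusted p = 0.153), with no filter on low values (adjusted p = 0.0511), with 1 value per subtype (adjusted p = 0.282), or in the 5 fits that left out γm+d replicate 1, γm+d replicate 2, α′/β′ap+m replicate 1, α′/β′ap+m replicate 2 or α′/β′m replicate 2, with an adjusted p from 0.0576 to 0.0979.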

Interactions between proteins from these families have been previously documented and shown to underlie synaptic connectivity in circuits including the visual system (Özkan *et al.* 2013; Carrillo *et al.* 2015). The expression patterns we observed for several cell-surface molecules suggest they might be involved in specifying class- and subtype-specific connectivity.

### Neurotransmitter output

To explore the functional utility of our TAPIN-seq measurements, we next focused on genes related to the input and output properties of the MB cell subtypes. Specifically, we examined genes encoding neurotransmitter biosynthetic enzymes, neurotransmitter transporters (Figure 5A), neurotransmitter receptors (Figure 5B), neuropeptides (Figure 5C), neuropeptide and protein hormone receptors (Figure 5D), and gap junction components (Figure 5E). A recent report has established that the primary neurotransmitter in the MB is acetylcholine (Barnstedt *et al.* 2016). Because our method profiled each of the seven MB neuronal subtypes, we re-assessed this conclusion at a higher resolution. 

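ChAT (FBgn0000303; chromosome 3R, 18705501 to 18732344, plus strand), the gene of the acetylcholine-synthesizing enzyme, had a mean TPM from 74.5 ± 26.4 in γd to 198 ± 0.962 in α′/β′ap+m (SD, n = 2). VAChT (FBgn0270928; chromosome 3R, 18705501 to 18718916, plus strand) lies within ChAT on the same strand and shares 606 exonic bases with it. Its mean ranged from 256 ± 1.17 in α/βc to 517 ± 1.12 in α′/β′ap+m. No library had less than 55.9 TPM of ChAT or 247 TPM of VAChT. The largest difference between subtypes, α′/β′ap+m over α/βp for ChAT and over α/βc for VAChT, had a log2 fold change of 1.17 (SE 0.35, adjusted p = 0.0622) and 1.07 (SE 0.29, adjusted p = 0.0536) respectively, and neither passed the threshold.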

We confirmed that all seven MB cell subtypes express high levels of both *choline acetyltransferase* (*ChAT*; 75 – 198 TPM) and *vesicular acetylcholine transporter* (*VAChT*; 257 – 517 TPM).

**Figure 5:**
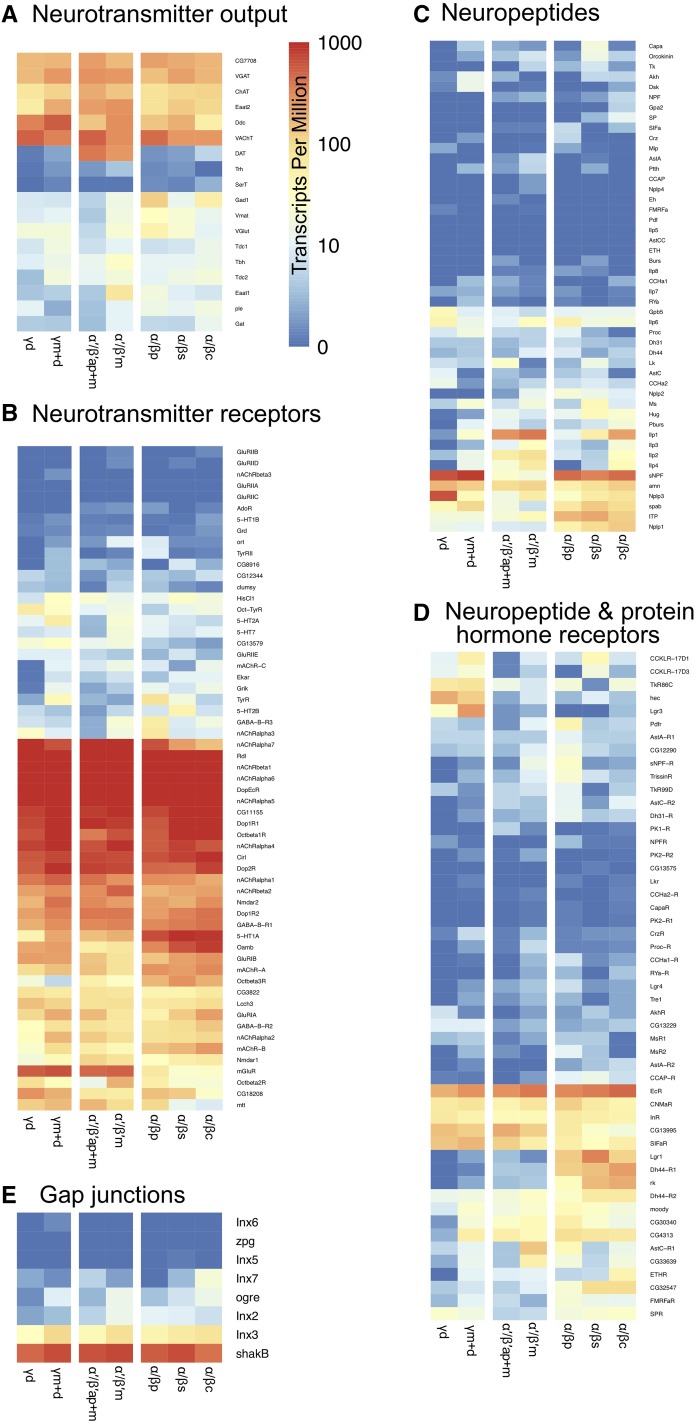
TAPIN-seq profiles of genes related to neurotransmitter biosynthetic enzymes, neurotransmitter transporters (A), neurotransmitter receptors (B), neuropeptides (C), neuropeptide and protein hormone receptors (D), and functional components of gap junctions (E).

We next asked whether one or more KC subtypes might co-release other small molecule neurotransmitters, but found no strong argument to support such a conclusion. In a few cases, we see moderate expression of biosynthetic enzymes for other neurotransmitters including GABA, serotonin and dopamine. But in each case, there are findings that undermine the conclusion that these neurotransmitters are consistently produced/released by any of the 7 KC subtype. For example, we do see strong expression in all MB cell subtypes of *vesicular GABA transporter* (*VGAT*; 152 – 279 TPM), which is an essential transporter that is responsible for packaging the neurotransmitter GABA into synaptic vesicles (Fei *et al.* 2010). On the other hand, the gene for GABA biosynthetic enzyme, *Gad1*, is moderately expressed in only the α/βp (121 TPM) and α/βc subtypes of KCs (54 TPM) and at lower levels in the remaining cell subtypes (4 – 14 TPM). 

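VGAT (FBgn0033911; chromosome 2R, 14198478 to 14201249, minus strand) had a mean TPM from 152 ± 111 in α/βp to 279 ± 1.61 in α′/β′ap+m (SD, n = 2). The lowest single value, 73.2 TPM, was that of α/βp replicate 1, and the other α/βp replicate had 231 TPM. Of its differences between subtypes, the largest was that of α′/β′m over α/βp, with a log2 fold change of 0.94 (SE 0.38, adjusted p = 0.168).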

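Gad1 (FBgn0004516; chromosome 3L, 4074077 to 4088744, minus strand) had 121 ± 46.4 TPM in α/βp (SD, n = 2; replicates at 154 and 88.3 TPM) and 54.3 ± 10.5 in α/βc (replicates at 61.7 and 46.9 TPM). The other subtype means ran from 4.05 TPM in α′/β′ap+m to 14.1 TPM in α′/β′m, with no library above 16.1 TPM. Gad1 in α/βp had a log2 fold change of 5.17 (SE 0.85, adjusted p = 0.00287) over α′/β′ap+m, 3.49 (SE 0.85, adjusted p = 0.0604) over α/βs and 1.25 (SE 0.85, adjusted p = 0.466) over α/βc. With a pseudocount of 5 the comparison with α/βs passed, at an adjusted p of 0.0369. Between α/βc and α/βs the log2 fold change was 2.24 (SE 0.85, adjusted p = 1).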

In principle, moderate *Gad1* expression might be consistent with the hypothesis that GABA is released from a fraction of α/βp and/or α/βc subtype neurons. To examine this possibility, we conducted immunofluorescence experiments with antibodies against GABA, Gad1, and VGAT but found no marked immunoreactivity in any α/βp KC subtype cell bodies (Figure S4). This result suggests that the most likely explanation for our observed *Gad1* pattern is that the split-GAL4 lines we used for α/βp and α/βc KC subtypes drive low levels of expression in some subset of GABAergic neurons outside the MB (Figure S4A).

A similar set of findings are apparent with Dopa decarboxylase (Ddc), a commonly used marker for dopaminergic or serotonergic neurons. Ddc catalyzes the decarboxylation of dopa to dopamine and 5-hydroxytryptophan to serotonin but not tyrosine to tyramine (Gramates *et al.* 2017). 

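Ddc (FBgn0000422; chromosome 2L, 19116483 to 19120306, minus strand) had 574 ± 222 TPM in γm+d (SD, n = 2), 339 ± 92.0 in γd, 290.1 ± 68.8 in α′/β′m, 189 ± 44.1 in α/βs, 140.5 ± 14.7 in α′/β′ap+m, 138 ± 72.6 in α/βp and 54.9 ± 2.26 in α/βc. The log2 fold change of γm+d over α/βc was 3.52 (SE 0.47, adjusted p = 0.0012), and that of γd over γm+d -0.64 (SE 0.47, adjusted p = 0.494).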

We see fairly strong *Ddc* expression in all MB cell types (55 – 574 TPM), especially the γm+d (574 TPM) and γd (339 TPM) KCs. However, we do not see expression of *Tryptophan hydroxylase* (*Trh*; 0 – 3 TPM), which provides the first and rate-limiting step in the synthesis of serotonin. 

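Trh (FBgn0035187; chromosome 3L, 1190384 to 1193173, minus strand) was listed at 0 in γd replicate 2, α/βp replicate 1 and both α/βc libraries. Its highest values were 4.98 TPM in α′/β′m replicate 1 and 1.57 TPM in γm+d replicate 2. It stayed under 10 TPM in every library and was not tested.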

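SerT (FBgn0010414; chromosome 2R, 24404595 to 24411074, minus strand) was listed at 0 in both γd libraries and in α/βs replicate 2. Its highest values were 2.40 and 1.08 TPM in the α/βc libraries, and no other library exceeded 0.98 TPM.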

Nor do we detect *serotonin transporter* (*SerT*; 0 – 2 TPM; Giang *et al.* 2011) in any of the 7 cell subtypes (Figure 5A). 

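ple (FBgn0005626; chromosome 3L, 6713356 to 6719525, minus strand) had its highest mean in α/βc, 15.8 ± 5.01 TPM (SD, n = 2), and its lowest in γm+d, 1.59 ± 1.82 TPM. The α/βp libraries were far apart, at 25.9 and 3.08 TPM. Its value reached 10 TPM in 6 of the 14 libraries, and its largest difference, γd over γm+d, had a log2 fold change of 3.43 (SE 1.22, adjusted p = 0.164).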

*Pale* (*ple*), which encodes tyrosine hydroxylase (TH) for dopamine synthesis, also is not highly expressed in any MB cell subtype (2 – 16 TPM; Figure 5A). Thus, we conclude that all MB KC subtypes likely release acetylcholine (Barnstedt *et al.* 2016; Crocker *et al.* 2016) and no other small molecule neurotransmitters.

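Among other genes of transmitter synthesis and loading, Vmat (FBgn0260964; chromosome 2R, 13513132 to 13534251, minus strand), the vesicular monoamine transporter gene, which shares 2129 exonic bases with CG13330 on the opposite strand, had a mean TPM from 3.00 ± 1.28 in α′/β′ap+m to 30.1 ± 17.8 in α/βp (SD, n = 2). Tdc2 (FBgn0050446; chromosome 2R, 6684745 to 6689974, minus strand), of tyramine synthesis, ranged from 2.27 ± 2.36 in γd to 18.4 ± 11.7 in α/βc, and Tbh (FBgn0010329; chromosome X, 7995697 to 8027394, plus strand), of octopamine synthesis, from 8.46 ± 3.80 in γd to 28.2 ± 1.29 in α′/β′m. No difference between subtypes passed for Tdc2 or Tbh. From the expression of ChAT and VAChT in every subtype, the paper concludes that Kenyon cells likely release acetylcholine. It reasons that enzymes or transporters for GABA, serotonin and dopamine were found without the partner genes or the protein signal that release would need, and concludes that likely no other small-molecule transmitter is released.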

### Neurotransmitter receptors

We next examined expression profiles of small molecule neurotransmitter receptors. Dopamine has been established as a key input to MB for many behaviors including aversive and appetitive olfactory learning (Kim *et al.* 2007; Claridge-Chang *et al.* 2009; Qin *et al.* 2012; Liu *et al.* 2012; Burke *et al.* 2012), modulation of motivational state (Krashes *et al.* 2009), regulated forgetting (Berry *et al.* 2012; Shuai *et al.* 2015), sleep (Sitaraman *et al.* 2015b), courtship behaviors (Kuo *et al.* 2015; Lim *et al.* 2018), and temperature preference (Bang *et al.* 2011). A network of dopaminergic neurons innervates all MB cell subtypes (Aso *et al.* 2014a), and all four dopamine receptors, Dop1R1, Dop1R2, Dop2R and DopEcR, are expressed in all 7 MB KC subtypes (594 – 1152, 222 – 408, 444 – 1059, 3284 – 8335 TPM, respectively; Figure 5B) (Han *et al.* 1996; Kim *et al.* 2007; Qin *et al.* 2012; Ishimoto *et al.* 2013; cf Draper *et al.* 2007). 

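DopEcR (FBgn0035538; chromosome 3L, 4367649 to 4380387, minus strand) had the highest values, from 3284 ± 1144 in α′/β′m to 8335 ± 1327 in γd (mean TPM, SD, n = 2). Dop1R1 (FBgn0011582; chromosome 3R, 14165379 to 14214810, minus strand) ranged from 594 ± 330.4 in α/βp to 1152 ± 109.8 in α/βc, Dop2R (FBgn0053517; chromosome X, 20004680 to 20062706, minus strand) from 444 ± 2.76 in α/βs to 1059 ± 328 in γm+d and Dop1R2 (FBgn0266137; chromosome 3R, 29630304 to 29659984, minus strand) from 221 ± 9.88 in γd to 408 ± 67.7 in α/βc. The lowest value in any library was 2475 TPM for DopEcR, 361 for Dop1R1, 334 for Dop2R and 214 for Dop1R2. The largest differences were γd over α′/β′m for DopEcR, a log2 fold change of 0.81 (SE 0.21, adjusted p = 0.0357), and γm+d over α/βs for Dop2R, at 1.20 (SE 0.32, adjusted p = 0.086). For Dop1R1 and Dop1R2, no difference between subtypes passed the threshold.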

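DAT (FBgn0034136; chromosome 2R, 16558567 to 16565238, minus strand) stood at 394 and 399.7 TPM in the α′/β′ap+m replicates and 184 and 339.6 TPM in the α′/β′m replicates. It was listed at 0 in γd replicate 1, γm+d replicate 1 and α/βs replicate 1, and in the remaining γ and α/β libraries it reached at most 8.15 TPM in α/βc replicate 1. As a class, α′/β′ was higher than γ by a log2 fold change of 7.46 (SE 0.72, adjusted p = 1.28e-05) and than α/β by 6.97 (SE 0.66, adjusted p = 1.88e-06), values that depend on the pseudocount of 1 because the γ and α/β levels are near 0. α′/β′ap+m and α′/β′m differed by 0.60 (SE 1.04, adjusted p = 0.908).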

We confirmed that the *Dopamine transporter* (*DAT)* is preferentially expressed in both MB α′/β′ap and α′/β′m cell subtypes (397 and 262 TPM in α′/β′ and α′/β′m, respectively, *vs.* 0.2 – 4.3 TPM in other subtypes; Figure 5A) (Croset *et al.* 2018; Davie *et al.* 2018), suggesting that precise temporal control of dopaminergic signaling may be at play in α′/β′ KCs. We also observe equivalently high levels of expression in all MB KC subtypes for all six GABA receptor genes. 

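Differences between subtypes were tested for each GABA receptor gene above 10 TPM. Rdl (FBgn0004244; chromosome 3L, 9145838 to 9182149, minus strand) differed most between α/βc and γm+d, by a log2 fold change of 0.95 (SE 0.17, adjusted p = 0.00777). The largest difference of Lcch3 (FBgn0010240; chromosome X, 15925105 to 15928529, plus strand) was γd over α/βp, at 1.57 (SE 0.43, adjusted p = 0.0499), and that of GABA-B-R1 (FBgn0260446; chromosome 2L, 15016331 to 15034704, plus strand) was α/βc over γd, at 0.94 (SE 0.26, adjusted p = 0.0475). For GABA-B-R2 (FBgn0027575; chromosome 3R, 21770333 to 21775840, minus strand) it was α/βc over α′/β′m, at 1.20 (SE 0.57, adjusted p = 0.388), and for GABA-B-R3 (FBgn0031275; chromosome 2L, 749945 to 762399, plus strand) α/βp over α′/β′ap+m, at 4.76 (SE 1.11, adjusted p = 0.0215). The α/βp replicates of Lcch3 were at 32.4 and 107 TPM.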

Among the three GABA_A_ receptors, *Resistance to dieldrin* (*Rdl*) is strongly expressed (5,021 – 9,548 TPM), consistent with previous findings (Harrison *et al.* 1996; Liu *et al.* 2007), while *Ligand-gated chloride channel homolog 3* (*Lcch3*) is moderately expressed (70 – 153 TPM), and *Drosophila Glycine receptor* (*Grd*) is not detected (0.1 – 0.8 TPM). 

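The mean TPM of Rdl ran from 5021 ± 1972 in γm+d to 9548 ± 958 in α/βs (SD, n = 2), and that of Lcch3 from 69.6 ± 52.5 in α/βp to 153 ± 48.5 in γd. The exons of Lcch3 share 456 bases with Ranbp16 on the opposite strand. Grd (FBgn0001134; chromosome 3L, 17823333 to 17839767, plus strand), which shares 1118 exonic bases with CG5577 on the opposite strand, was listed at 0 in α/βp replicate 1 and α/βs replicate 2 and reached at most 1.31 TPM in α/βc replicate 1.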

All the GABA_B_ receptors are broadly expressed in MB except for *GABA-B-R3* (1 – 61 TPM; Figure 5B). These findings are consistent with a report that establishes the importance of GABAergic feedback from the anterior paired lateral neurons to MB KCs (Lin *et al.* 2014), mediated by both ionotropic GABA_A_ and metabotropic GABA_B_ receptors (Inada *et al.* 2017).

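GABA-B-R1 ranged from 181 ± 26.8 in γd to 413 ± 6.63 in α/βc (mean TPM, SD, n = 2) and GABA-B-R2 from 32.5 ± 10.6 in γd to 138 ± 56.7 in α/βc. GABA-B-R3 was at 13.3 and 109.6 TPM in the α/βp replicates, at 22.6 and 18.9 TPM in α′/β′m and at 25.2 and 6.23 TPM in α/βc. In every other library except γd replicate 1, at 11.4 TPM, it stayed under 10 TPM.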

Serotonergic signaling in the MB also is involved in olfactory memory formation, sleep regulation and stress response modulation (Yuan *et al.* 2006; Lee *et al.* 2011; Haynes *et al.* 2015; Ries *et al.* 2017). 

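5-HT1A (FBgn0004168; chromosome 2R, 19067155 to 19121958, plus strand) had 852 ± 146 TPM in the α/β class (SD, n = 6), 167 ± 20.2 in α′/β′ (n = 4) and 125 ± 92.0 in γ (n = 4). This α/β level was higher than γ by a log2 fold change of 2.84 (SE 0.31, adjusted p = 1.68e-05) and than α′/β′ by 2.47 (SE 0.31, adjusted p = 3.96e-05). Within γ, γd had 46.6 ± 14.1 TPM and γm+d 204 ± 21.5 TPM. 5-HT2A (FBgn0087012; chromosome 3R, 4612870 to 4633304, plus strand) had 61.4 ± 20.9 TPM in γm+d (n = 2; 46.6 and 76.1 TPM) and at most 22.5 TPM in any other library. 5-HT2B (FBgn0261929; chromosome 3R, 8578205 to 8629996, plus strand) had 45.4 ± 8.13 TPM in α/βs (39.6 and 51.1 TPM) and at most 8.98 TPM elsewhere. Over α′/β′ap+m, 5-HT2A was higher in γm+d by a log2 fold change of 4.83 (SE 0.73, adjusted p = 0.00278) and 5-HT2B in α/βs by 4.91 (SE 0.85, adjusted p = 0.00464). The highest value of 5-HT7 (FBgn0004573; chromosome 3R, 30968236 to 31016875, minus strand) was 18.8 TPM in α′/β′m replicate 2.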

We found that among five serotonin receptors, only *5-HT1A* is expressed in the MB, with an enrichment in the α/β lobe KC class (Figure 5B). This is consistent with the finding that dorsal paired medial (DPM) neurons release serotonin onto 5-HT1A receptors expressed in α/β KCs to support anesthesia-resistant memory formation (Lee *et al.* 2011). A previous report observed *5-HT1B-GAL4* expression and 5-HT1B immunoreactivity in the γ KC class (Yuan *et al.* 2005). We did not detect nuclear *5-HT1B* transcripts by TAPIN-seq (0.1 – 1.0 TPM), but we cannot rule out the possibility that higher levels of transcripts and protein are present in the cytoplasm, beyond detection in this nuclear transcriptome.

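5-HT1B (FBgn0263116; chromosome 2R, 19022325 to 19032642, minus strand) was above 0 in every library. Its highest values were 1.85 TPM in α/βc replicate 2 and 1.14 TPM in γm+d replicate 1, and the others were at most 0.48 TPM. By mean TPM it stood at percentile 22.3 of all genes.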

MB KCs receive nicotinic acetylcholine receptor (nAChR)-mediated synaptic transmission from antennal lobe projection neurons (Gu and O’Dowd 2006). 

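Among the nicotinic acetylcholine receptor subunit genes, nAChRbeta1 (FBgn0000038; chromosome 3L, 4429349 to 4435993, plus strand) ranged from 7135 ± 779 in α/βc to 16033 ± 423 in γd (mean TPM, SD, n = 2), nAChRalpha6 (FBgn0032151; chromosome 2L, 9793317 to 9886250, minus strand) from 2306 ± 484 in α/βc to 12993 ± 5156 in α′/β′m and nAChRalpha5 (FBgn0028875; chromosome 2L, 14040170 to 14094401, plus strand) from 3128 ± 379 in α/βc to 6694 ± 1137 in γd. nAChRalpha7 (FBgn0086778; chromosome X, 19327075 to 19348447, minus strand) ranged from 151 ± 25.3 in α/βc to 2636 ± 407 in α′/β′m, nAChRalpha4 (FBgn0266347; chromosome 3L, 23206669 to 23287448, plus strand) from 553 ± 127 in α/βp to 1019 ± 221 in γm+d, nAChRalpha1 (FBgn0000036; chromosome 3R, 24393896 to 24457157, minus strand) from 199 ± 20.3 in α/βc to 500.3 ± 170.5 in γm+d and nAChRbeta2 (FBgn0004118; chromosome 3R, 24509228 to 24515106, minus strand) from 174 ± 10.1 in α/βp to 517 ± 81.1 in α′/β′m. nAChRalpha6 was depleted from the α/β class, by a log2 fold change of -1.66 (SE 0.16, adjusted p = 3.86e-06) against γ and -2.17 (SE 0.16, adjusted p = 9.97e-08) against α′/β′. For nAChRalpha7, α′/β′m was higher than α/βc by 4.30 (SE 0.24, adjusted p = 1.41e-06). nAChRalpha2 (FBgn0000039; chromosome 3R, 24485428 to 24491147, plus strand) was listed at 0 in γd replicate 1, at 67.2 TPM in the other γd library, and between 62.1 and 247 TPM elsewhere. nAChRalpha3 (FBgn0015519; chromosome X, 8276200 to 8367169, minus strand) was at 61.2 and 73.3 TPM in the α/βp libraries and 29.0 and 23.8 TPM in the γd libraries, and at most 17.6 TPM in any other. nAChRbeta3 (FBgn0031261; chromosome 2L, 545129 to 547096, plus strand), which lies within Ets21C and shares 1532 exonic bases with it on the opposite strand, was listed at 0 in 13 libraries and at 1.36 TPM in γm+d replicate 2.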

We found the nAChR subunits *nAChRalpha1*, *nAChRalpha4*, *nAChRalpha5*, *nAChRalpha6*, *nAChRalpha7*, *nAChRbeta1* and *nAChRbeta2* are strongly expressed in all seven MB cell subtypes, but *nAChRalpha3* and *nAChRbeta3* transcripts are absent or undetectable (Figure 5B). 

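mAChR-A (FBgn0000037; chromosome 2R, 24378630 to 24390294, minus strand) had 282 ± 64.1 TPM in the α/β class (SD, n = 6), 123 ± 36.5 in γ (n = 4) and 117 ± 41.0 in α′/β′ (n = 4). The α/β class was higher than γ by a log2 fold change of 1.04 (SE 0.25, adjusted p = 0.0265) and than α′/β′ by 1.43 (SE 0.25, adjusted p = 0.00129). The difference from γ did not pass the adjusted threshold in the 7 fits that left out γd replicate 1, γd replicate 2, γm+d replicate 1, α/βp replicate 2, α/βs replicate 1, α/βc replicate 1 or α/βc replicate 2, with adjusted p from 0.0553 to 0.072. Nor did it pass without normalization beyond TPM, with median-ratio scaling, without a variance trend or with 1 value per subtype, where the adjusted p was 0.0547, 0.131, 0.0942 and 0.363, and the last also lost the α′/β′ difference (adjusted p = 0.0965). mAChR-B (FBgn0037546; chromosome 3R, 8059284 to 8087049, plus strand) had 189.7 ± 63.8 TPM in α/β, 60.6 ± 45.4 in γ and 49.9 ± 17.4 in α′/β′, where α′/β′m replicate 1 stood at 24.0 TPM. Its log2 fold change was 1.46 (SE 0.35, adjusted p = 0.0257) over γ and 2.19 (SE 0.35, adjusted p = 0.00053) over α′/β′. The γ difference of mAChR-B had an adjusted p from 0.0583 to 0.0849 in the 5 fits that left out γd replicate 1, γd replicate 2, α/βs replicate 1, α/βc replicate 1 or α/βc replicate 2, of 0.0621 without a variance trend and of 0.322 with 1 value per subtype, where the α′/β′ difference had 0.0517. mAChR-C (FBgn0029909; chromosome X, 6831397 to 6832684, minus strand) was listed at 0 in γd replicate 1, γm+d replicate 1 and α/βp replicate 1 and reached 19.4 TPM in α′/β′m replicate 2.

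**Figure D3:**
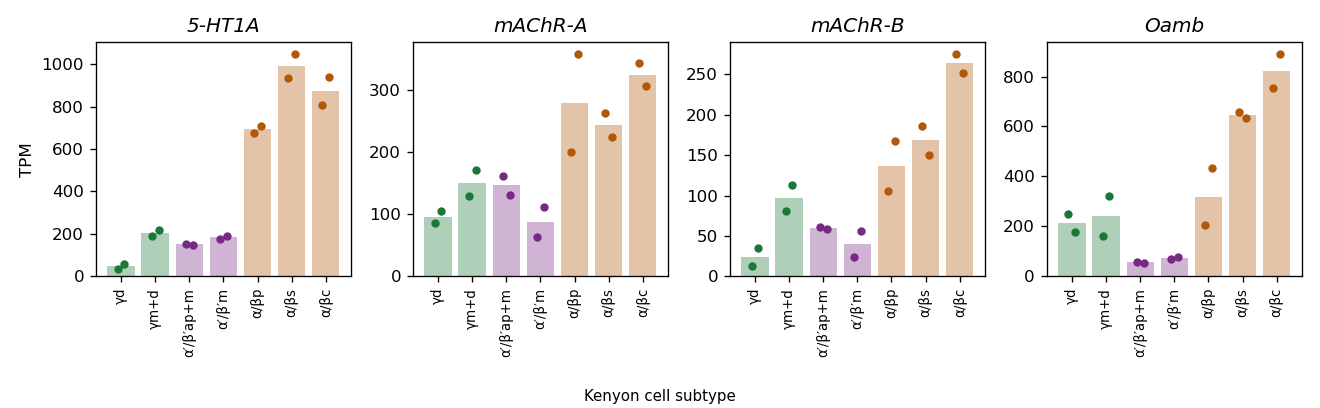
TPM of 5-HT1A, mAChR-A, mAChR-B and Oamb in each of the 14 libraries, by Kenyon cell subtype and coloured by class, with 1 point per replicate and bars at the subtype means. 5-HT1A lies between 678 and 1049.6 TPM in the 6 α/β libraries and at or below 219 TPM in the others.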

Two muscarinic acetylcholine receptors (mAChRs), *mAChR-A* and *mAChR-B*, are also expressed in the MB with an enrichment in α/β lobe KC class (Figure 5B & Table S2).

We also examined the expression of the six known octopamine receptors (Gramates *et al.* 2017). We found that *Oamb* and *CG18208* (recently characterized as *Octα2R*; Qi *et al.* 2017), which are α-adrenergic-like receptors, are class- and subtype-specific genes, respectively (Table S2). 

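Oamb (FBgn0024944; chromosome 3R, 20689018 to 20714577, minus strand) was called as depleted from the α′/β′ class, which was lower than γ by a log2 fold change of -2.12 (SE 0.38, adjusted p = 0.00272) and than α/β by -3.34 (SE 0.34, adjusted p = 4.63e-06). With 1 value per subtype the γ difference did not pass (adjusted p = 0.103). CG18208 (FBgn0038653; chromosome 3R, 18799280 to 18849224, minus strand) had its lowest mean in α/βc, 24.7 ± 3.14 TPM (SD, n = 2), and its highest in γd, 276 ± 115 TPM. Against α′/β′m, the subtype with the next lowest mean, the log2 fold change of α/βc was -1.51 (SE 0.39, adjusted p = 0.0426), and against α/βs it was -2.75 (SE 0.39, adjusted p = 0.106), so CG18208 was not called. With no filter on low values, the largest adjusted p of its 6 comparisons fell to 0.0421, which makes a call.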

*Oamb* TAPIN-seq signal is strongly detected in α/β class KCs and far lower levels are seen in α′/β′ class KCs (Figure 5B) (Crittenden *et al.* 1998; Kim *et al.* 2013). 

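Oamb had 596 ± 244 TPM in the α/β class (SD, n = 6), 228 ± 72.8 in γ (n = 4) and 64.8 ± 10.1 in α′/β′ (n = 4). The α/β class was higher than γ by a log2 fold change of 1.22 (SE 0.34, adjusted p = 0.0622), which did not pass. Within the α/β class the replicates were 205 and 434 TPM in α/βp, 657 and 634 TPM in α/βs and 753 and 892 TPM in α/βc.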

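Octbeta1R (FBgn0038980; chromosome 3R, 22497215 to 22520078, plus strand) ranged from 379 ± 16.8 in α′/β′ap+m to 1459 ± 6.19 in α/βs (mean TPM, SD, n = 2), with a log2 fold change of α/βs over α′/β′ap+m of 2.05 (SE 0.24, adjusted p = 0.000296). Octbeta2R (FBgn0038063; chromosome 3R, 12550625 to 12595725, minus strand) had 187 ± 6.08 TPM in α′/β′m and 12.03 ± 3.65 in α′/β′ap+m, the highest and lowest means, which differed by a log2 fold change of 4.62 (SE 0.53, adjusted p = 0.00124). Octbeta3R (FBgn0250910; chromosome 3R, 12511570 to 12548229, minus strand) was called as enriched in the α/β class, at 209 ± 63.8 TPM (n = 6), with a log2 fold change of 3.97 (SE 0.59, adjusted p = 0.000525) over γ and 2.76 (SE 0.59, adjusted p = 0.00753) over α′/β′. It was also depleted from γm+d, where the libraries were at 2.25 and 7.42 TPM, by a smallest log2 fold change of -2.35 (SE 0.50, adjusted p = 0.0228), the one against α′/β′m. That call was lost without normalization beyond TPM (adjusted p = 0.0923) and with a pseudocount of 5 (adjusted p = 0.0609).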

The three β-adrenergic-like receptors — *Octβ1R*, *Octβ2R* and *Octβ3R* — are all detected in the MB with variable levels across cell subtypes (cf Wu *et al.* 2013 for Octβ2R immunolabeling).

Although transient glutamate immunoreactivity has been shown in α/βc lobe KC class of young adult, *VGlut* expression has never been observed in the MB KCs (Daniels *et al.* 2008; Sinakevitch *et al.* 2010). Consistent with this conclusion, we observe low *VGlut* transcript abundance (5 – 50 TPM; Figure 5A). 

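VGlut (FBgn0031424; chromosome 2L, 2400295 to 2410662, plus strand) had 50.3 ± 18.1 TPM in α/βp (SD, n = 2) and 4.76 ± 0.615 in α′/β′ap+m, the highest and lowest means, and the other subtype means lay between 9.52 TPM in α/βc and 22.3 TPM in α/βs. The log2 fold change of α/βp over α′/β′ap+m was 3.63 (SE 0.75, adjusted p = 0.0111).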

We also confirmed that the NMDA receptors, both *Nmdar1* and *Nmdar2*, are broadly expressed in the MB (Figure 5B) (Xia *et al.* 2005; Ueno *et al.* 2017); ionotropic receptors *GluRIA* and *GluRIB* are also expressed (Figure 5B). 

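Nmdar2 (FBgn0053513; chromosome X, 1483625 to 1507809, minus strand) ranged from 177 ± 37.2 in γd to 419.6 ± 3.97 in γm+d (mean TPM, SD, n = 2) and Nmdar1 (FBgn0010399; chromosome 3R, 5508842 to 5523328, minus strand) from 18.2 ± 18.9 in γd to 114 ± 3.38 in α′/β′ap+m. The γd libraries were at 4.86 and 31.6 TPM of Nmdar1 and the α/βp libraries at 13.3 and 52.4 TPM. GluRIB (FBgn0264000; chromosome 3L, 9251978 to 9288522, plus strand) ranged from 83.3 ± 5.55 in α′/β′m to 285 ± 17.9 in α/βc. GluRIA (FBgn0004619; chromosome 3L, 6624032 to 6635059, plus strand) was at 2.83 and 92.2 TPM in the α/βp libraries and between 50.6 and 259 TPM in every other library.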

Flies also have a unique metabotropic glutamate receptor called mGluR, which has been previously observed by immunolabeling throughout the adult brain, but minimally in the MB lobes (Devaud *et al.* 2008). 

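mGluR (FBgn0019985; chromosome 4, 936819 to 949441, plus strand) had 612 ± 58.8 TPM in the γ class (SD, n = 4), 504 ± 31.3 in α′/β′ (n = 4) and 40.2 ± 29.5 in α/β (n = 6). In α/β, mGluR was lower than in γ by a log2 fold change of -4.31 (SE 0.39, adjusted p = 2.6e-06) and than in α′/β′ by -4.07 (SE 0.39, adjusted p = 2.36e-06). With each library left out in turn, the range was -4.63 to -4.09 against γ and -4.39 to -3.85 against α′/β′. Of the α/β libraries, α/βp replicate 2 had the most, 97.2 TPM, and the lowest value of the other classes was 464 TPM.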

Here, with the cell type resolution of our dataset, we identified *mGluR* as an MB class-specific gene that is expressed in a subset of KCs — *mGluR* is depleted in α/β class KCs (40 TPM; Table S2) relative to both α′/β′ and γ classes of KCs (504 and 612 TPM, respectively; Figure 5B).

### Neuropeptides

In addition to small neurotransmitter systems, we also examined expression of neuropeptides and neuropeptide receptors. 

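Neuropeptide genes other than sNPF differed in how broadly they were found. ITP (FBgn0035023; chromosome 2R, 24537421 to 24558961, plus strand), the ion transport peptide gene, ranged from 17.8 ± 9.61 in γd to 213 ± 53.6 in α/βs (mean TPM, SD, n = 2) and was above 10 TPM in every library. The exons of ITP share 296 bases with CG4622 on the opposite strand. Nplp1 (FBgn0035092; chromosome 2R, 25032377 to 25040377, plus strand) ranged from 7.18 ± 2.50 in α′/β′m to 129 ± 16.9 in α/βc. spab (FBgn0033358; chromosome 2R, 8963164 to 8968184, minus strand) was listed at 0 in γd replicate 1, at 78.0 TPM in γd replicate 2 and at 2.53 and 8.69 TPM in the α′/β′m libraries, with its highest value, 148 TPM, in α/βs replicate 1. The log2 fold change of α/βs over α′/β′ap+m was 4.18 (SE 0.60, adjusted p = 0.00124) for ITP, and that of α/βc over α′/β′ap+m was 4.55 (SE 0.69, adjusted p = 0.0016) for Nplp1. Pdf (FBgn0023178; chromosome 3R, 26455462 to 26456141, minus strand) was listed at 0 in all 14 libraries.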

We consistently detect expression of a small group of well-characterized and putative neuropeptides. 

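amn (FBgn0086782; chromosome X, 19886108 to 19890060, minus strand) had mean TPM from 51.5 ± 4.47 in α/βp to 175 ± 154 in γd (SD, n = 2). In γd the replicates were 284 and 66.5 TPM, and every other library was at or below 138 TPM, so the highest mean rests on γd replicate 1. The largest difference, γd over α/βp, had a log2 fold change of 1.78 (SE 0.54, adjusted p = 0.0706). Hers (FBgn0052529; chromosome X, 19866146 to 19908108, plus strand) spans amn on the opposite strand, and 140 exonic bases belong to both genes. Its mean TPM ranged from 153 ± 2.23 in γd to 323 ± 2.65 in α′/β′ap+m, with no difference between subtypes past the threshold. Over the 14 libraries, log2(TPM + 1) of amn and Hers had a Pearson's r of -0.295 (permutation test, two-sided, p = 0.306) and a Spearman's rho of -0.270 (permutation test, p = 0.348), and r was -0.170 without the 2 libraries farthest from the median of Hers. The adjusted p was 0.306 and 0.348 over 5 relations. The paper's text does not name the strandedness of the libraries.

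**Figure D4:**
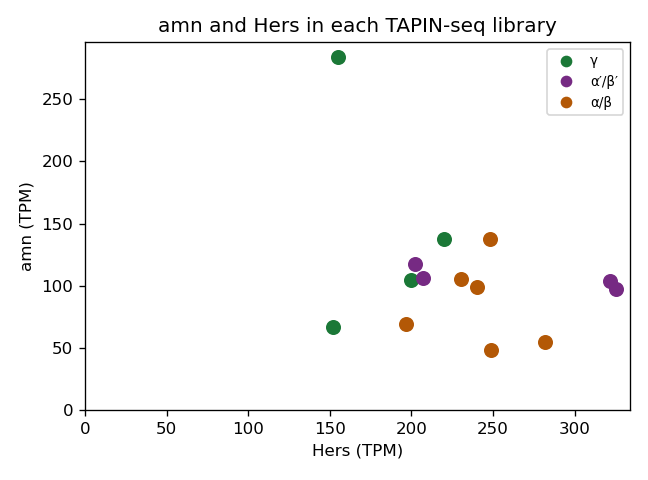
TPM of amn against TPM of Hers in each of the 14 libraries, coloured by Kenyon cell class. γd replicate 1 has 284 TPM of amn, and the other libraries lie between 48.4 and 138 TPM.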

Unexpectedly, this includes *amnesiac* (*amn*), which is detected at fairly robust levels in all 7 MB KC subtypes (52 – 175 TPM) — although this small gene resides in the intron of another gene, *Hers*, which is highly expressed (218 – 239 TPM), thus complicating the accurate estimation of *amn* abundance. 

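Between the classes that express sNPF, γ was higher than α/β by a log2 fold change of 0.73 (SE 0.30, adjusted p = 0.235), which is under 2-fold. By mean TPM over the libraries, sNPF stood at percentile 96.5 of all genes.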

Previous work has established a requirement during memory formation for *amn* expression in a single pair of DPM neurons outside MB (Waddell *et al.* 2000). *sNPF* expression appears as a class-specific transcript, with high levels in α/β and γ KC classes and very little expression in the α′/β′ KC class (414, 725, 20 TPM, respectively; Figure 4C). This is consistent with previous reports (Johard *et al.* 2008) and we further confirm this expression pattern by immunostaining (Figure 4C). 

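Ilp1 (FBgn0044051; chromosome 3L, 9798420 to 9799050, plus strand) lies within CG32052 and shares 258 exonic bases with it on the same strand. It had 291 and 276 TPM in the α′/β′ap+m replicates, 171 and 592 TPM in α′/β′m, 234 and 205 TPM in α/βc, 55.8 and 54.1 TPM in α/βs, 3.99 and 43.7 TPM in γm+d, 0.97 and 19.8 TPM in α/βp and 0.86 and 0.65 TPM in γd. The α′/β′ class was higher than γ by a log2 fold change of 4.80 (SE 0.92, adjusted p = 0.0048). Over α/β the log2 fold change was 2.62 (SE 0.84, adjusted p = 0.0914), so Ilp1 was not called as enriched in α′/β′. Without α/βc replicate 1 or α/βc replicate 2 the α/β difference passed, at an adjusted p of 0.0352 and 0.0463, and the γ difference did not pass with 1 value per subtype (adjusted p = 0.1).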

Another notable class-specific neuropeptide is *Drosophila Insulin-like peptide 1* (*Ilp1*; Liu *et al.* 2016b), expressed at high levels in α′/β′ class of KCs (284, 382 TPM in α′/β′, α′/β′m, respectively) and α/βc subtype (220 TPM) but not in most other MB KC subtypes (0.8 – 55 TPM; Figure 5C). 

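EcR (FBgn0000546; chromosome 2R, 6087873 to 6169087, minus strand), the ecdysone receptor gene, ranged from 184 ± 52.4 in γd to 475 ± 55.4 in α/βc (mean TPM, SD, n = 2). Dh44-R1 (FBgn0033932; chromosome 2R, 14378097 to 14385359, plus strand), a receptor gene for diuretic hormone 44, was between 75.3 and 291 TPM in the 6 α/β libraries. It was listed at 0 in both γd libraries and at most 4.54 TPM in the other γ and α′/β′ libraries, a log2 fold change of 5.86 (SE 0.48, adjusted p = 4.67e-07) over α′/β′. hec (FBgn0030437; chromosome X, 12950436 to 12957462, minus strand), a receptor gene of the calcitonin family, had 157 ± 71.3 TPM in γ (n = 4), where γd replicate 2 stood apart at 264 TPM. The γ class was higher by a log2 fold change of 5.78 (SE 0.70, adjusted p = 8.59e-05) over α′/β′ and 5.24 (SE 0.64, adjusted p = 6.55e-05) over α/β. AstC-R1 (FBgn0036790; chromosome 3L, 18560258 to 18576326, plus strand), a receptor gene for allatostatin C, was at 160.1 and 112 TPM in the α′/β′m replicates, with a log2 fold change of 1.91 (SE 1.13, adjusted p = 0.348) over α/βp, the subtype with the next highest mean. ETHR (FBgn0038874; chromosome 3R, 21247011 to 21265134, plus strand), a receptor gene for ecdysis triggering hormone, was at 39.2 and 48.4 TPM in the α/βc replicates, listed at 0 in both γd libraries and at most 15.8 TPM elsewhere. Over γm+d, α/βc had a log2 fold change of 2.16 (SE 0.77, adjusted p = 0.246).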

As with neuropeptides, we also detect a panel of neuropeptide and protein hormone receptors, some of which are robustly expressed in all MB KC subtypes (*e.g.*, *Ecdysone receptor*), some of which are class specific (*e.g.*, *Dh44-R1* and *hector*), and some of which are enriched or depleted in one or more subtypes of neurons (*e.g.*, *AstC-R1* and *ETHR*; Figure 5D).

Finally, because of a report that gap junctions may form between MB KCs of different classes and play a role in visual learning (Liu *et al.* 2016a), we examined the expression levels of the eight gap junction genes in MB cell subtypes. *shakB* is strongly expressed (433 – 751 TPM), and *Inx3* moderately (29 – 107 TPM), in all MB cell subtypes (Figure 5E). 

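shakB (FBgn0085387; chromosome X, 20761071 to 20927050, minus strand) ranged from 433 ± 42.3 in α/βc to 751 ± 153 in α′/β′m (mean TPM, SD, n = 2), and its largest difference, α′/β′m over α/βc, had a log2 fold change of 0.86 (SE 0.34, adjusted p = 0.243). Inx3 (FBgn0265274; chromosome 3R, 28853606 to 28859497, minus strand), which lies within spg on the opposite strand, was at 0.16 and 92.1 TPM in the α/βp replicates and between 21.7 and 112 TPM in every other library. Of the other gap junction genes, Inx2 (FBgn0027108; chromosome X, 6998672 to 7004151, plus strand) had at most 15.7 TPM in α′/β′m replicate 2, ogre (FBgn0004646; chromosome X, 6973620 to 6991318, minus strand) at most 18.6 TPM in α′/β′m replicate 1 and Inx7 (FBgn0027106; chromosome X, 6991612 to 6993612, minus strand) at most 24.0 TPM in α/βc replicate 1. zpg (FBgn0024177; chromosome 3L, 6604366 to 6606032, minus strand) was listed at 0 in all 14 libraries.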

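Inx5 (FBgn0030989; chromosome X, 19168777 to 19170883, minus strand) was listed at 0 in 13 of the 14 libraries and at 0.34 TPM in α/βs replicate 2. Inx6 (FBgn0027107; chromosome X, 20267821 to 20269769, minus strand) was listed at 0 in 13 libraries and at 0.92 TPM in γm+d replicate 2. Neither reached the 10 TPM needed to be tested. A mir-4959 hairpin of 118 bases lies in an exon of Inx5.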

Although *Inx5* and *Inx6* are reportedly required in the α/β and α′/β′ KC classes for visual learning and memory (Liu *et al.* 2016a), we do not detect either gene in any of the 7 MB KC subtypes (0 – 0.2 TPM, 0 – 0.5 TPM, respectively; Figure 5E). We cannot rule out the possibility that functionally relevant levels of expression are below our detection limit or that cytoplasmic RNA levels are higher.

## Discussion

Our results establish a high-quality, neuronal cell type-level transcriptome for *Drosophila* MB. 

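The genes of each class are ordered here by the smaller of their fold changes against the other classes. In the α/β class the enriched genes were led by Lgr1 (FBgn0016650; chromosome 3R, 17725777 to 17733207, plus strand), with a smaller log2 fold change of 6.64 (adjusted p = 8.34e-07), the one over α′/β′, and γ libraries at 0 apart from 2.55 TPM in γm+d replicate 2, then by Dh44-R1 and rk (FBgn0003255; chromosome 2L, 13982743 to 14001248, minus strand), at 5.21 (adjusted p = 7.76e-05). The depleted genes were led by CG34260 (FBgn0085289; chromosome 3L, 20714100 to 20715158, plus strand), at -5.82 (adjusted p = 9.02e-05), Pka-C3 (FBgn0000489; chromosome 3L, 15925805 to 15954797, minus strand), at -5.37 (adjusted p = 4.23e-06; α′/β′m replicate 2 lay apart from the other α′/β′ libraries at 312 TPM), and cmpy (FBgn0037015; chromosome 3L, 20712838 to 20719200, minus strand), at -5.21 (adjusted p = 6e-06), which contains CG34260 within an intron. In the α′/β′ class, DAT was followed among the enriched genes by CG34030 (FBgn0054030; chromosome 3L, 7073476 to 7075247, minus strand), at 5.91 (adjusted p = 0.000544), which lies within CG8641 on the same strand and was listed at 0 in 1 α/β library, α/βs replicate 1, and saturn (FBgn0052141; chromosome 3L, 14203323 to 14204294, plus strand), at 5.35 (adjusted p = 9.51e-05). The depleted genes were led by bru2 (FBgn0262475; chromosome 2L, 12344219 to 12397528, plus strand), at -4.85 (adjusted p = 7.47e-05), and included CG17010 (FBgn0032424; chromosome 2L, 12356441 to 12357906, plus strand), at -4.44 (adjusted p = 0.00988), which lies within bru2 on the same strand and lost its call under 4 alternatives. In the γ class, Lgr3 (FBgn0039354; chromosome 3R, 25665809 to 25677214, plus strand) was highest among the enriched genes, at 6.05 (adjusted p = 0.000139), followed by hec and dlp (FBgn0041604; chromosome 3L, 14632601 to 14671609, plus strand), at 5.09 (adjusted p = 0.000105). The depleted genes were led by CG12898 (FBgn0033516; chromosome 2R, 10406975 to 10407445, minus strand), at -6.18 (adjusted p = 0.00375), and CG33475 (FBgn0053475; chromosome 2R, 10410770 to 10411213, minus strand), at -5.44 (adjusted p = 0.000111), both within SLO2 on the same strand, and CG31814 (FBgn0051814; chromosome 2L, 13676860 to 13717320, minus strand), at -5.20 (adjusted p = 5.32e-05). In the α/β class, CG12898 was lowest in α/βp replicate 2, at 11.5 TPM against 80.2 to 227 TPM in the other 5 libraries, and with 1 value per subtype its difference between γ and α′/β′ did not pass (adjusted p = 0.0728). Each adjusted p is the larger of the pair of comparisons.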

We identified 350 differentially expressed genes, which includes most of the previously reported MB lobe (class specific) markers and many novel class-specific or cell subtype-specific profiles of expression. In addition to the subtype level resolution of our experimental design, the TAPIN approach that we used also offers several advantages and technical differences with these prior approaches. First, because TAPIN is compatible with flash frozen tissue as the input, the method introduces minimal disturbance to the endogenous transcriptome as compared to more lengthy procedures for purification of neurons for expression profiling. Second, it may be relevant that TAPIN explicitly profiles nuclear RNAs, likely enriching for actively transcribed/nascent transcripts *vs.* abundant ones that are stably maintained in the cytoplasm. Thus, it would be attractive to apply this method to profile transcriptional response to behavioral perturbations.

Several previous studies have used genome-wide methods to profile expression in the *Drosophila* MB (Perrat *et al.* 2013; Crocker *et al.* 2016; Croset *et al.* 2018; Davie *et al.* 2018; Jones *et al.* 2018). Perrat *et al.* used a microarray-based approach to profile expression of each of the three major classes of MB KCs (purified by flow cytometry from dissociated brains) and compared these profiles with expression in the rest of the brain. They first focused on the expression of transposons (Perrat *et al.* 2013), and subsequently used the same transcriptome dataset to discover that MB KCs are cholinergic (Barnstedt *et al.* 2016) based on expression of biosynthetic enzymes. Crocker *et al.* used an RNA-seq-based approach to profile expression in relatively small pools of physically isolated α/β and γ class neurons to search for memory-related changes in gene expression (Crocker *et al.* 2016). Most recently, Croset *et al.* and Davies *et al.* used droplet-based single cell sequencing to profile the *Drosophila* brain, and by clustering the single cells they were able to identify the three MB classes, but not the further sub-division into neuronal subtypes (Croset *et al.* 2018; Davie *et al.* 2018).

Although we used a different profiling method and resolved transcriptomes at the cell subtype rather than class level, our findings are broadly compatible with prior reports (Perrat *et al.* 2013; Barnstedt *et al.* 2016; Crocker *et al.* 2016; Croset *et al.* 2018; Davie *et al.* 2018). Our dataset reveals strong expression of both *ChAT* and *VAChT*, consistent with the conclusion that MBs are cholinergic (Barnstedt *et al.* 2016). Our findings further support the conclusion that all of the individual MB KC subtypes are cholinergic. The datasets also are consistent in the expression of known class-specific markers. One notable difference is that Crocker *et al.* reported high levels of expression of the *5-HT1B* receptor in both α/β and γ classes of KCs (Crocker *et al.* 2016), and Davie *et al.* also observed 5-HT1B expression in α/β and γ KCs single cell clusters (Davie *et al.* 2018). In contrast, we see no evidence for expression of this receptor in our TAPIN-seq profiles (0.1 – 1 TPM). This difference could reflect methodology: Crocker and Davie both measured 5-HT1B receptor transcripts in the cytoplasm while we measured the levels that are actively transcribed or present in the nucleus. This technical difference could be especially relevant for neurotransmitter receptors, some of which can be translated locally at dendrites (Steward and Banker 1992).

Our dataset is the first to profile expression in this brain region at neuronal subtype resolution. This level of resolution is critical given the wealth of data on the functional differences of each MB KC subtype in *Drosophila* behaviors. Our dataset provides a full accounting within each of the MB KC subtypes of the profiles of expression of the cellular machinery to produce and receive neurotransmission, including small molecule transmitters and their receptors, neuropeptides and neuropeptide receptors and subunits of gap junctions. It is noteworthy that the TAPIN expression dataset supports the conclusions that all the adult MB KC subtypes are cholinergic, and that none of the subtypes express genes that would suggest the co-release of GABA, dopamine, glutamate, or serotonin. On the other hand, we detect expression of a spectrum of neuropeptides and their receptors. This observation is consistent with the hypothesis that MB KCs may co-release both acetylcholine and several neuropeptides (Takemura *et al.* 2017).

In addition to these findings with regards to the inputs and outputs, we identified 350 differentially expressed genes including many that distinguish MB KC classes or even individual cell subtypes. MB α/βp subtype showed 21 enriched genes and 11 depleted genes, contrasting with two other subtypes in the α/β class and two other classes. This uniqueness is supported by its unique odor responses (Perisse *et al.* 2013) and connectivity (Chen *et al.* 2012). 

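Among α/βp-enriched genes, Rab23 (FBgn0037364; chromosome 3R, 5680054 to 5685434, minus strand) had a smallest log2 fold change of 4.41 (adjusted p = 0.0121), CG43290 (FBgn0262982; chromosome 3R, 7348849 to 7349552, minus strand) one of 4.41 (adjusted p = 0.00386), and ind the highest. Among the depleted genes were pre-lola-G (FBgn0264817; chromosome 2R, 10481894 to 10485252, minus strand), at -4.77 (adjusted p = 0.000466), CG44271 (FBgn0265257; chromosome 2L, 6747421 to 6747914, minus strand), at -4.63 (adjusted p = 0.0423), and PH4alphaSG1 (FBgn0051014; chromosome 3R, 30503665 to 30505661, minus strand), at -4.23 (adjusted p = 0.00748). pre-lola-G shares 2046 exonic bases with lola on the same strand, and CG44271 lost its call under 5 alternatives and Rab23 with a pseudocount of 0.1. These adjusted p are the largest of the 6 comparisons. Mhc (FBgn0264695; chromosome 2L, 16766566 to 16788766, plus strand), sls (FBgn0086906; chromosome 3L, 2039681 to 2115611, minus strand) and Zasp52 (FBgn0265991; chromosome 2R, 15762565 to 15817004, minus strand) were not called. They had 70.7 and 182, 55.5 and 95.5 and 106 and 145 TPM in the α/βp replicates, and the comparisons with the largest adjusted p had a log2 fold change of 1.06 (SE 0.59, adjusted p = 0.322), 1.15 (SE 0.66, adjusted p = 0.341) and 1.80 (SE 0.60, adjusted p = 0.103). Compared with α/βs alone, 72 genes were higher and 100 lower in α/βp, and compared with α/βc alone, 142 were higher and 132 lower. Between α/βs and α/βc no gene passed; at an unadjusted p below 0.05, 170 genes were higher and 134 lower by at least 2-fold in α/βs. The α/βp replicates have the lowest correlation of the 7 pairs, and which genes pass in α/βp depends on the normalization: 6 enriched and 10 depleted genes were called without normalization beyond TPM.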

Despite the limitation in the methodology that we profile the MB γm subtype using the spilt-GAL4 line MB131B that has minor expression in γd, and profile the α′/β′ap subtype using MB370B that has minor expression in α′/β′m (Figure 1 & Table 1), we still identified distinct sets of enriched/depleted genes (Figure 3 & Table S2), indicating the differences between two subtypes in MB γ or α′/β′ classes.

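Between γd and γm+d, 21 genes were higher and 79 lower in γd by at least 2-fold at an adjusted p under 0.05. Between α′/β′ap+m and α′/β′m, 25 were higher and 70 lower in α′/β′ap+m. Genes depleted from γd, the subtype with the fewest genes above 0 TPM, were led by UQCR-11L (FBgn0050354; chromosome 2R, 8677219 to 8677661, plus strand), with a smallest log2 fold change of -5.08 (adjusted p = 0.0142), CG17490 (FBgn0040009; chromosome 2L, 22537668 to 22540597, plus strand) and Rpb12 (FBgn0262954; chromosome 2R, 15144968 to 15145519, minus strand). Those 3 genes had 0 and 3.19, 0 and 0 and 0 and 0 TPM in the γd replicates, in that order. The γd-enriched genes were CG30440 (FBgn0050440; chromosome 2R, 5468319 to 5495861, minus strand), at 4.64 (adjusted p = 0.0154), CG34267 (FBgn0085296; chromosome 3L, 500014 to 500451, minus strand), at 4.11 (adjusted p = 0.0225), and dan (FBgn0039286; chromosome 3R, 25184383 to 25192806, plus strand), at 3.28 (adjusted p = 0.0483). In γm+d, CG11044 (FBgn0034484; chromosome 2R, 20231829 to 20234927, plus strand) and Myo81F (FBgn0267431; chromosome 3R, 567076 to 2532932, plus strand) were enriched, at 3.48 (adjusted p = 0.0243) and 2.48 (adjusted p = 0.0443). norpA (FBgn0262738; chromosome X, 4322626 to 4365408, plus strand), at -2.08 (adjusted p = 0.0142), was depleted with Octbeta3R. Myo81F had 229 ± 28.8 TPM in γm+d (SD, n = 2). In α′/β′ap+m, Cyp4p2 (FBgn0033395; chromosome 2R, 9237512 to 9239831, plus strand), CG7130 (FBgn0037151; chromosome 3L, 22075056 to 22075756, minus strand) and Cyp4p1 (FBgn0015037; chromosome 2R, 9240041 to 9242139, plus strand) led the enriched genes, at 3.89 (adjusted p = 0.0324), 3.74 (adjusted p = 0.0489) and 3.21 (adjusted p = 0.0293), and SKIP (FBgn0051163; chromosome 3R, 22133830 to 22296126, plus strand) the depleted ones, at -3.60 (adjusted p = 0.00298). In α′/β′m, CG11381 (FBgn0029568; chromosome X, 1203777 to 1205433, plus strand), CG14627 (FBgn0040361; chromosome X, 1181620 to 1183502, plus strand) and His4:CG31611 (FBgn0051611; chromosome 2L, 21424593 to 21425005, minus strand) had the largest smallest fold changes, 5.85 (adjusted p = 0.00104), 5.63 (adjusted p = 0.00139) and 5.50 (adjusted p = 0.00124). CG11381 and CG14627 lie in 1 stretch of the X chromosome with 5 more α′/β′m-enriched genes. For each call the adjusted p is the largest of its 6 comparisons. Several of these calls were lost under alternatives: CG7130 under 6, among them the replicate number as a block (adjusted p = 0.0648), Myo81F under 5, dan under 4, Cyp4p2 and Rpb12 under 3, Cyp4p1, norpA, CG30440 and Octbeta3R under 2, and CG17490 and CG34267 under 1.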

Our dataset provides a valuable resource for the fly neuroscience community to conduct functional studies. For example, our data provide a list of previously unknown class specific and sub-type specific transcripts, whose impact on the functional differences between these neurons are not known (Figure 3; Table S2). An arsenal of genetic tools to manipulate any gene’s function within each of these cell subtypes already exists (Caygill and Brand 2016; Kaya-Çopur and Schnorrer 2016). In addition to olfactory associative memory, MBs also play fundamental roles in other forms of memory including visual and gustatory (Vogt *et al.* 2014; Masek and Keene 2016), temperature preference (Hong *et al.* 2008), courtship behaviors (Kuo *et al.* 2015; Lim *et al.* 2018), stress response (Ries *et al.* 2017), food-seeking (Tsao *et al.* 2018), sleep (Artiushin and Sehgal 2017) and responses to ethanol (Kaun *et al.* 2011). This dataset will facilitate the discovery of neural mechanisms for each of these conserved behaviors.

How the deposited data were processed for this re-analysis (not part of the article)

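Nuclei of 7 Kenyon cell subtypes were purified by the authors with TAPIN from flies carrying split-GAL4 drivers, and the nuclear RNA of 2 replicates per subtype was sequenced. This gave 14 libraries, of which 4 belong to the γ class, 4 to the α′/β′ class and 6 to the α/β class. Libraries were assigned to subtypes from the driver line and cell type in their labels, which match the driver lines in the paper, and 0 per-sample columns of the tables remained without a sample.

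The authors made the TPM values before deposition, according to the paper's methods. They trimmed the reads with seqtk, assigned them with kallisto to the Ensembl transcripts of the BDGP6 assembly together with spike-in and reporter sequences, removed the spike-in, reporter and ribosomal RNA entries, and renormalized the rest to TPM. The gene table sums the transcripts of each gene, and the subtype table averages the libraries. On the deposited tables, the largest difference between the authors' subtype mean and the mean of the 2 libraries was 0.005 TPM. The authors' class means were not used, since they follow from the gene table. Estimated counts are not part of the tables, so the authors' voom and limma analysis of counts was not repeated, no count-based method was run, and the number of reads behind a value is unknown. The precision of a value is given only as the SD between libraries. No interval or detection limit from counts was computed, and a value of 0 is reported as listed at 0.

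Tests between classes and subtypes were made with limma 3.58.1 in R 4.3.3. TPM were transformed as log2(TPM + 1) with a pseudocount of 1 and quantile-normalized over the 14 libraries, and the 8646 of 13931 genes with at least 10 TPM in at least 1 library were kept. A linear model with 1 mean per class, or per subtype, was fitted with a shared variance and a variance trend on expression level (lmFit, then eBayes with a trend), and each pair of groups was compared. P-values are two-sided and were adjusted over the tested genes for each pair by the Benjamini-Hochberg method. A call needed an adjusted p under 0.05 and at least a 2-fold difference in every comparison with the other classes or subtypes. The minimum of 10 TPM, the 2-fold difference and the adjusted p are the paper's thresholds. The paper's text does not name the comparisons it made to call a gene specific to a group. Replicate correlations were computed over all 30484 transcripts. Their relation to the paper's number of labelled cells was tested with all 5040 permutations of the 7 drivers, and relations across the 14 libraries with 100000 permutations. Isoform usage between classes was tested with limma's diffSplice on transcripts with at least 10 TPM in at least 1 library. Lists of marker genes, for clock neurons, dosage compensation, fat body, GABAergic neurons, glia, glutamatergic neurons, heat shock, monoaminergic neurons, muscle and photoreceptors, were written, and the 8 with at least 3 tested genes were tested with limma's camera, with fry beside it. Correlations, gene neighbours and figures were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

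The genes given by name are every gene that the paper names in its results text or labels in Figs. 2C, 3 and 5 and, for each class and direction and each subtype and direction, the 3 called genes with the largest smallest fold change. Positions and overlaps come from an Ensembl annotation of the same assembly, which holds 355 of the 358 named genes and 8577 of the 8646 tested genes. The tests, the rule for named genes, the marker lists and most of the alternatives were set before the data were examined. Those alternatives were pseudocounts of 0.1 and 5, no normalization beyond TPM, median-ratio scaling of TPM, no filter on low values or at least 10 TPM in 2 libraries, no variance trend, comparison with the mean of the other classes or subtypes, class contrasts from the subtype model, 1 value per subtype, a replicate block, and each library left out in turn. For replicate correlations they were the gene table and transcripts with at least 1 TPM in both libraries, and for isoform usage at least 10 TPM in 4 libraries. Alternatives chosen after seeing the data were counting genes with identical TPM in every library once, the level of ninaE and Yp1 as a covariate, and the number of genes above 0 TPM as a covariate.

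The steps were tested on simulated data with 200 changed genes or transcripts at a log2 change of 3. The class step recovered 86.5% of them with 0 false calls among 7607 genes, and the subtype step 55% with 0 false calls among 7635 genes. The isoform step recovered 91%, with 22 false calls among 2883 genes. In 70 tests of lists with 1 shifted list, camera called 1 and fry 5. The immunostaining experiments, the cell counts and Tables S1 and S2 were not analysed here.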

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

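Of the tests in this part, the grouping of whole subtypes for isoform usage, the covariate fit for isoform usage the test of neighbouring genes and the comparison of the stretch with the other α′/β′ line were chosen only after the result was seen; the other regroupings were not.

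For 47 genes with a class call or a class statement in the paper, and for the number of genes above 0 TPM, the libraries of each class were searched for 1 value far from the rest, by Dixon's ratio on the log2 scale. Of 143 groups tested, 13 held such a value, where chance alone gives about 7.15. In the α/β class, α/βp replicate 1 had 66.5 TPM of trio (172 to 231 in the other 5 libraries) and 20.7 TPM of unc-5 (107 to 214), and it had 6534 genes above 0 TPM (9403 to 10323). α/βp replicate 2 had 632 TPM of dpr8 (1100 to 1280) and 11.5 TPM of CG12898 (80.2 to 227). α/βs replicate 1 had 0 TPM of CG34030 (2.76 to 6.42). In the α′/β′ class, α′/β′m replicate 1 had 343 TPM of zfh2 (393 to 399 in the other 3 libraries), 196 TPM of Fas2 (98.8 to 102) and 24.0 TPM of mAChR-B (56.2 to 61.2), and α′/β′m replicate 2 had 312 TPM of Pka-C3 (698 to 758). In the γ class, γd replicate 2 had 264 TPM of hec (115 to 125), γm+d replicate 2 had 1.19 TPM of per (0 to 0.13), and the same library had 2.55 TPM of Lgr1, which was listed at 0 in the other 3. A value that both replicates of a subtype share cannot be found by this search, and no biological explanation was tested for a single library. None of the class differences of trio, unc-5, dpr8, zfh2, Fas2, mAChR-B, hec, per, Pka-C3, Lgr1, CG34030 and CG12898 lost its side of the adjusted threshold when the library in question was left out, but that of dpr8 against γ fell under 2-fold without α/βp replicate 2 (a log2 fold change of -0.89), so that dpr8 lost its call. For trio without α/βp replicate 1 the log2 fold change of α/β was -1.73 against γ and -2.80 against α′/β′.

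In the transcript table, which the paper does not analyse for isoforms, 88 of 3660 genes differed between classes in how their transcripts shared the gene's expression (adjusted p under 0.05 from diffSplice). They numbered 36 between γ and α′/β′, 53 between γ and α/β and 34 between α′/β′ and α/β, and 30 of the 88 also had a class call. The lowest adjusted p, 1.43e-13, was that of cpx, where cpx-RG made up 3.42% of the gene's TPM in α′/β′ (375 ± 112 TPM, SD, n = 4) and 0.278% in α/β (29.0 ± 70.9 TPM, n = 6). An SD so far above the mean leaves nearly all of the α/β TPM of cpx-RG to a single library. On simulated data this test called 22 unchanged genes beside the changed ones, so some of the 88 may be false, and the count depended on single libraries: it ran from 58 without α′/β′ap+m replicate 2 to 262 without γm+d replicate 2. Of 100 groupings of the 14 libraries at random, 4 gave as many genes, the real grouping included (median of the others 3, highest 153), which argues against random grouping of single libraries as the whole cause. Of 100 groupings that kept the replicates of a subtype together, 13 gave as many (median of the others 29, highest 586). The grouping with 586 genes put γd with α/βp, the pair of subtypes with the fewest genes above 0 TPM. With the number of genes above 0 TPM as a covariate the count was 118. How many of the 88 genes were among these was not recorded, so a total that did not fall does not rule that number out as their cause. A difference between any sets of subtypes, not specific to the 3 classes, remains open as an explanation of the isoform count.

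The paper does not discuss a stretch of the X chromosome, from 1180165 to 1207555, that holds 7 of the 35 genes enriched in α′/β′m. Its Fig. 3B names 1 gene beside this stretch, CG11378. They are CG11379, CG14627, CG14626, CG11380, CG14625, CG11381 and CG14624, which follow each other on the plus strand. CG11379 had 147.7 and 91.7 TPM in the α′/β′m replicates, CG14627 58.4 and 104.6 TPM, and CG11381 59.5 and 75.5 TPM, and each of the 7 had a median of 0 in the other 12 libraries. CG11378 and CG11384, on the left of the stretch, were raised as well (25.8 and 80.4 TPM, 7.89 and 32.9 TPM) without a call. Among 18 α′/β′m-enriched genes counted for neighbours there were 6 neighbouring pairs, against a mean of 0.029 in random sets of as many tested genes (permutation test, p = 0.0001, the smallest that 10000 draws can give; adjusted p = 0.000157 over 11 tests). The genes do not overlap each other, so reads shared between overlapping genes do not account for the stretch. All α′/β′m libraries come from a single driver line, and a property of that line's X chromosome was not tested. The α′/β′ap+m line by its name labels α′/β′m cells too, and the paper describes its expression in them as minor. In the paper's counts, the cells labelled by the α′/β′m line were 37.7% of the number labelled by the α′/β′ap+m line. α′/β′m cells within the α′/β′ap+m line were not counted apart. The 7 genes together had 0.41 and 1.15 TPM in the α′/β′ap+m replicates, 0.217% of their level in α′/β′m, and CG11378 and CG11384, which were not called, had 1.05% and 2.18%. This argues against expression in all α′/β′m cells unless α′/β′m nuclei were a very small share of the α′/β′ap+m libraries. That share was not measured, and otp and Ets96B, which the paper places in α′/β′m, were likewise at 0.302% and 0.989%, so a property of the line and one of the subtype cannot be told apart.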

How the results depend on the processing

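Of the fits in this part, those with genes of identical TPM counted once, with the level of ninaE and Yp1 as a covariate and with the number of genes above 0 TPM as a covariate were chosen only after the result was seen, as were the shuffled libraries and the permuted covariate.

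The class differences of trio, Fas2, sNPF and mGluR kept their direction and their side of the adjusted threshold under all alternatives run for them. The log2 fold change of trio in α/β ranged from -2.39 to -1.73 against γ and from -3.27 to -2.79 against α′/β′. For Fas2 in α′/β′ the range was -3.02 to -2.26 against γ and -3.47 to -2.98 against α/β, for sNPF in α′/β′ it was -5.79 to -5.08 and -5.06 to -4.26, and for mGluR in α/β it was -4.63 to -4.09 against γ and -4.39 to -3.70 against α′/β′. Fas2 was higher in γd than in γm+d in each fit, at 1.33 to 2.15, and did not pass in any.

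The 325 class calls numbered 232 to 330 with another pseudocount, normalization, filter or variance setting, and 345 with the number of genes above 0 TPM as a covariate. The shared calls were 291 with a pseudocount of 0.1, 302 with a pseudocount of 5, 214 without normalization beyond TPM, 231 with median-ratio scaling, 256 with no filter on low values, 321 with at least 10 TPM in 2 libraries and 244 without a variance trend. Enriched genes made up 48% to 57.5% of the class calls over the alternatives set before the data were examined, and 170 of the 325. Without normalization beyond TPM the γ-enriched genes fell to 12, the α′/β′-depleted genes to 33 and the α/β-depleted genes to 35, and with median-ratio scaling the α/β-depleted genes fell to 36. These settings also move all genes together: the median log2 difference of γ from α/β was -0.114 in the quantile-normalized values, -0.601 without normalization and -0.338 with median-ratio scaling, and that of α′/β′ from α/β was 0.072, 0.283 and 0.148. Comparing a class with the mean of the others asks for 1 comparison in place of 2 and gave 906 calls: 106 enriched and 107 depleted in γ, 168 and 163 in α′/β′, and 201 and 161 in α/β. Class contrasts from the subtype model, in which differences between subtypes of a class no longer count as spread, gave 642 calls, with 73 enriched and 75 depleted in γ, 154 and 116 in α′/β′, and 104 depleted in α/β. All 325 calls were among both of these sets. With 1 value per subtype, which leaves 7 values, 80 calls remained of the 325, with 6 enriched and 3 depleted in γ, 21 and 17 in α′/β′, and 19 and 14 in α/β.

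With the level of ninaE and Yp1 as a covariate, 180 calls were made: 11 enriched and 16 depleted in γ, 39 enriched in α′/β′, and 35 enriched and 30 depleted in α/β. It kept 174 of the 325. When the covariate was permuted among the libraries of each class, 81 of 100 permutations kept as few (median 155). Each permuted covariate keeps the class means of the real one, so the loss is no larger than a covariate with those class means gives. Whether a difference between classes in RNA of other tissues lies behind the lost calls cannot be decided this way.

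Across the 14 fits that each left out 1 library, the class calls numbered from 253 (without γd replicate 2) to 381 (without α/βp replicate 1). γ-enriched genes ran from 16 (without γm+d replicate 1) to 38, γ-depleted from 28 to 50 (without γm+d replicate 2), α′/β′-enriched from 45 to 74, α′/β′-depleted from 45 to 70, α/β-enriched from 59 to 88 and α/β-depleted from 45 to 74. Genes with isoform differences ran from 58 (without α′/β′ap+m replicate 2) to 262 (without γm+d replicate 2). Between γ and α′/β′ they ran from 14 to 172, between γ and α/β from 32 to 162, and between α′/β′ and α/β from 26 to 46, with the same pair of libraries giving the ends for the first comparison. Leaving out a library leaves a subtype with 1 library, so no subtype call was recomputed that way.

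Which genes were called in a subtype depended on the processing more than the class calls did. Of the 117 subtype calls (65 enriched), 78 were shared with a pseudocount of 0.1 (100 calls, 30 enriched), 87 with a pseudocount of 5 (113 calls, 89 enriched), 61 without normalization beyond TPM (135 calls, 36 enriched), 61 with median-ratio scaling (99 calls, 41 enriched), 94 with no filter on low values (167 calls, 128 enriched), 95 with at least 10 TPM in 2 libraries (101 calls, 44 enriched) and 93 without a variance trend (123 calls, 88 enriched). So whether enriched or depleted genes prevail among the subtype calls changed with the setting. A pseudocount of 0.1 gave 0 enriched genes in γd (37 at an unadjusted p below 0.05) and 40 depleted genes there, 1 enriched in γm+d, 1 enriched in α′/β′ap+m, 19 enriched in α′/β′m and 9 enriched in α/βp. A pseudocount of 5 gave 8 and 6 in γd, 7 and 1 in γm+d, and 1 depleted in α′/β′ap+m. Without normalization beyond TPM there were 1 enriched and 87 depleted genes in γd, 1 depleted in γm+d, 3 and 1 in α′/β′ap+m, and 6 and 10 in α/βp. Median-ratio scaling gave 9 and 47 in γd, 1 and 1 in γm+d, 1 and 1 in α′/β′ap+m, and 6 and 9 in α/βp. With no filter on low values, 6 genes were enriched in γd, 8 in γm+d, 10 in α′/β′ap+m (2 depleted), 75 in α′/β′m, 4 in α/βs and 4 in α/βc (1 depleted). At least 10 TPM in 2 libraries gave 19 enriched in α′/β′m. Without a variance trend there were 5 enriched in γd, 1 enriched and 1 depleted in γm+d, 2 depleted in α′/β′ap+m, 57 enriched in α′/β′m and 11 depleted in α/βp. Against the mean of the other subtypes, 1 comparison in place of 6, 2561 calls were made: 238 enriched and 428 depleted in γd, 105 and 64 in γm+d, 179 and 234 in α′/β′ap+m, 268 and 105 in α′/β′m, 292 and 247 in α/βp, 105 and 55 in α/βs, and 132 and 109 in α/βc. Genes of identical TPM in every library, such as copies of the histone genes, were counted once among 8539 genes, which gave 14 depleted in γd and 18 enriched in α′/β′m. Apart from the fits that count fewer genes or ask for fewer comparisons, the cause of these changes was not tested.

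The replicate numbers of the libraries pair them by label only. Over the 21 pairs of subtypes, the r between the deviations of the first replicates from their subtype means ranged from -0.059 to 0.208, with a median of 0.023. With the replicate number as a block, 317 class calls (312 shared) and 113 subtype calls (98 shared, 52 enriched) were made, among them 5 enriched in γd and 22 in α′/β′m.

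When the values of a subtype's libraries were shuffled among genes of like level, each library on its own, 73 of 100 draws gave as many γd-enriched genes as the 3 found (median 4) and 11 gave as many γd-depleted genes as the 22 found (median 16). For the 35 α′/β′m-enriched genes it was 9 draws (median 28). These counts are therefore within what the spread of single libraries may give. For α/βp, 2 draws gave as many as the 20 enriched genes (median 13) and 1, the real one, as many as the 24 depleted genes (median 9).

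Replicate correlations rose with gene totals in place of transcripts, to 0.831 for γd, 0.923 for γm+d, 0.967 for α′/β′ap+m, 0.9004 for α′/β′m, 0.805 for α/βp, 0.923 for α/βs and 0.934 for α/βc. With a pseudocount of 0.1 they were, in the same order, 0.673, 0.806, 0.887, 0.782, 0.649, 0.816 and 0.824. Among transcripts with at least 1 TPM in both libraries, r was 0.665 for γd, 0.819 for α′/β′m and 0.663 for α/βp. The correlation between replicate r and labelled cells was 0.745 for transcripts and 0.775 for the gene table, with exact permutation p of 0.0623 and 0.0435; the cause was not tested. Isoform differences numbered 64 with a pseudocount of 0.1 and without normalization beyond TPM, 73 with at least 10 TPM in 4 libraries and 118 with the number of genes above 0 TPM as a covariate. Without normalization beyond TPM they were 35 between γ and α/β, and with that covariate 76 between α′/β′ and α/β. Of the 11 list calls made with camera, 4 also passed with fry, which made 6 in all.

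Among the fold changes of named genes, 1981 of the values under alternatives stayed on their side of the threshold, 96 no longer passed and 27 newly passed, over 91 results. Subtype calls of 71 named genes stayed in 469 cases, were lost in 90 and gained in 9. Of 14 single list results, 18 values stayed, 8 no longer passed and 2 newly passed. With median-ratio scaling, 104 TPM values of named genes moved by more than the SD between libraries and 190 did not. The 588 values with 1 replicate left out and the 294 from the sum of a gene's transcripts did not move so far. Those could hardly have done so: 1 of 2 replicates never differs from their mean by more than the SD, and the transcripts sum to the gene's TPM. No result reversed its direction. The unknown depth limits what a value of 0 can show, above all in γd replicate 1 and α/βp replicate 1, the libraries with the fewest genes above 0 TPM.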

Differences from the paper's values

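Of the fits in this part, those with genes of identical TPM counted once, with the level of ninaE and Yp1 as a covariate and with the number of genes above 0 TPM as a covariate were chosen only after the result was seen, and the other alternatives were set before the data were examined. A count is called near the paper's when neither is more than 1.5 times the other.

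Among the class calls, 29 genes were enriched in γ against the paper's 47. It came near the paper's with a pseudocount of 5 (35 genes), with at least 10 TPM in 2 libraries (32) and without α/βp replicate 1 (38), each still lower, and with none of the other alternatives. The γ-depleted genes numbered 34 against the paper's 22. A pseudocount of 5 (32), no filter on low values (30), no variance trend (31) and 10 of the fits that left out 1 library (28 to 33, all but those without γd replicate 1, γm+d replicate 1 or 2, or α/βp replicate 1) came near the paper's, each still higher, and the other alternatives set beforehand did not. Copies of His2A with the same values are among the 34, and of the fits chosen after seeing the values, counting genes of identical TPM once gave 26, the ninaE and Yp1 covariate 16 and the covariate of genes above 0 TPM 31, all near the paper's.

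Among the subtype calls, the total was 117 against the paper's 57, and none of the alternatives came near it (91, with genes of identical TPM counted once, to 2561). The same holds for the 22 γd-depleted genes against the paper's 2 (6 to 428 under the alternatives) and for the 35 α′/β′m-enriched genes against the paper's 6 (18, with genes of identical TPM counted once, to 268). The γm+d-depleted genes numbered 2 against the paper's 1, and 1 with a pseudocount of 5, without normalization beyond TPM, with median-ratio scaling or without a variance trend. The α′/β′ap+m-depleted genes numbered 4 against the paper's 2, and 3 with a pseudocount of 0.1 and 2 with no filter on low values or without a variance trend. For α/βp-depleted genes it was 24 against the paper's 11; a pseudocount of 5 (16), no normalization beyond TPM (10), median-ratio scaling (9), no filter on low values (16) and no variance trend (11) came near it, the last at the same number. In α/βc, 0 genes were enriched against the paper's 1, with 11 at least 2-fold higher at an unadjusted p below 0.05, and no alternative came near it (4 with no filter on low values, 132 against the mean of the other subtypes, 0 otherwise). There 0 genes were depleted against the paper's 1, with 17 at an unadjusted p below 0.05, and 1 with no filter on low values. For each of these 4 counts of depleted genes the remaining alternatives did not come near the paper's.

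Replicate correlations over transcripts were lower than those the paper shows: r = 0.7028 in γd against the paper's about 0.83 in Fig. 2B, read by eye; 0.8522 in γm+d against about 0.92 in Fig. 2B, read by eye; 0.9283 in α′/β′ap+m against about 0.97 in Fig. 2B, read by eye; 0.8289 in α′/β′m against about 0.9 in Fig. 2B, read by eye; 0.6864 in α/βp against about 0.8 in Fig. 2B, read by eye; 0.8613 in α/βs against about 0.92 in Fig. 2B, read by eye; and 0.8697 in α/βc against about 0.93 in Fig. 2B, read by eye. With the gene table r equalled the value read by eye, to its 2 digits or fewer, in each of the 7 subtypes, at 0.8307, 0.9226, 0.9673, 0.9004, 0.8048, 0.9225 and 0.9335 in the same order. A pseudocount of 0.1 and transcripts with at least 1 TPM in both libraries did not bring it there in any.

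Of 21 genes that the paper's Fig. 3A places in a class, 7 were not called. Comparison with the mean of the other classes and class contrasts from the subtype model each called 6 of them: kek5 as α/β-enriched, dpr16 as α/β-depleted, beat-IV and dpr17 as α′/β′-enriched, and DIP-gamma and klg as γ-enriched. kek5 was also called without normalization beyond TPM and without α/βp replicate 1 or 2, beat-IV without α/βp replicate 2, and DIP-gamma with a pseudocount of 5, with at least 10 TPM in 2 libraries and without α′/β′m replicate 1 or α/βc replicate 1. The paper shows dati as depleted in γ, and none of the alternatives set beforehand called it so. Of 12 genes with a class call in the paper's text, 1 was not called: Ilp1, which the paper places in α′/β′, was called there against the mean of the other classes, with class contrasts from the subtype model, and without α/βc replicate 1 or 2.

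Of 56 genes that the paper's Fig. 3B places in a subtype, 27 were not called, and comparison with the mean of the other subtypes called all 27. These are Tet (enriched) and CG18208 (depleted) in α/βc; bru3, CG18649, CG31323, CG43759, CG43795, CG46301, disco-r, dl, LUBEL, Mhc, sls, Ten-m and Zasp52, enriched in α/βp; Gadd45, Hsc70-3, Hsp70Bb and ImpL3, enriched in α′/β′ap+m; CG11378, CG33639, Eaat1 and LRP1, enriched in α′/β′m; CG13606 and CG44422, enriched in γd; and CG1631 and zfh2, enriched in γm+d. A pseudocount of 5 also called CG18649, Gadd45, ImpL3, CG11378, CG13606 and CG1631, no filter on low values CG18208, median-ratio scaling CG44422, and the replicate number as a block CG13606.

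The paper states that 5-HT1A is the sole serotonin receptor expressed in Kenyon cells; here 5-HT2A had 61.4 TPM in γm+d and 5-HT2B 45.4 TPM in α/βs. The paper lists nAChRalpha3 as not detected; its mean was 67.2 TPM in α/βp (replicates at 61.2 and 73.3 TPM) and 26.4 TPM in γd. A sentence of the paper describes all GABA receptors as equally high in all subtypes, and those after it set Grd and GABA-B-R3 apart; here Grd had no subtype mean above 0.81 TPM, and those of GABA-B-R3 ran from 1.48 to 61.5 TPM. The paper's range for Hers is narrower than the one here, with subtype means from 153 TPM in γd to 323 TPM in α′/β′ap+m.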

Other observations

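In this part, the tests with ninaE and Yp1, of RNA of several tissues together, of neighbouring and overlapping genes, of amn with Hers and of a smaller share of labelled nuclei were chosen only after the result was seen; the regroupings and the tests of muscle, heat shock and GABAergic genes and of the number of labelled cells with replicate correlation were not.

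The 325 class calls were set against other groupings of the 14 libraries into 6, 4 and 4. Of 100 such groupings 1, the real one, gave as many calls (median of the others 0, highest 1). Of 100 groupings that kept the replicates of a subtype together, 2 gave as many, the real one included (median of the others 3, highest 340). The other grouping put γd with α/βp, α′/β′ap+m with α′/β′m, and γm+d with α/βs and α/βc. It keeps the α′/β′ class whole, and γd and α/βp are the subtypes with the fewest genes above 0 TPM. Random grouping of libraries or of subtypes therefore does not account for the number of class calls. That number of genes above 0 TPM as the cause of the total is argued against by the 345 calls made with it as a covariate. Not every call stayed in that fit. It kept 16 of 29 γ-enriched, 38 of 60 α′/β′-enriched and 70 of 81 α/β-enriched genes. Of the depleted genes it kept 27 of 34 in γ, 51 of 63 in α′/β′ and 54 of 58 in α/β. Differences between the classes stay open, and so do properties of the driver lines, of which each subtype has 1.

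Lists of marker genes of other cell types were compared between each subtype and the mean of the other 6. Of 56 tests (8 lists, 7 subtypes), camera gave 11 with an adjusted p under 0.05. In α/βp, the muscle list was higher (7.1e-06; median log2 difference 1.31, 14 of 16 genes higher), as were clock (0.0189; 1.33, 6 of 7), fat body (0.0189; 1.53, 6 of 6) and photoreceptor genes (0.0297; 0.95, 10 of 14). In α′/β′ap+m, muscle (5.42e-06; -1.18, 1 of 16 higher), photoreceptor (0.00646; -1.05, 1 of 14), glia (0.00695; -1.23, 0 of 6), monoaminergic (0.0189; -1.34, 0 of 4) and fat body genes (0.0232; -1.53, 1 of 6) were lower. In γm+d, muscle (0.00523; -0.73, 5 of 16 higher) and heat shock genes (0.0309; -0.60, 0 of 10) were lower. With fry, 4 of these passed: muscle in α/βp (adjusted p = 0.00195), in α′/β′ap+m (0.00234) and in γm+d (0.0486), and glia in α′/β′ap+m (0.0486). The others did not, at 0.0711 for clock, 0.109 for fat body and 0.161 for photoreceptor genes in α/βp, at 0.131, 0.0711 and 0.131 for photoreceptor, monoaminergic and fat body genes in α′/β′ap+m, and at 0.161 for heat shock genes in γm+d. The GABAergic list had no call from camera (0.189 in α/βp, 0.171 in α′/β′ap+m), and fry gave 0.0323 and 0.0486 there. On simulated data with 1 list shifted in 1 subtype, fry made 5 calls in 70 tests. Which lists the further calls fell on was not recorded. They may be the shifted list itself, which is lower than the mean of the other 6 in every other subtype. Of the dosage compensation list the table holds 1 of 5 genes, msl-2, and the glutamatergic list is VGlut alone, so neither was tested. Genes above 100 TPM in at least 1 of these Kenyon cell libraries numbered 10 of the 19 muscle genes written, 6 of 16 for heat shock, 5 of 9 for fat body, 2 of 14 for photoreceptors, 2 of 8 for clock, 2 of 4 for GABAergic neurons, 1 of 10 for glia and 0 for monoaminergic and glutamatergic neurons. The paper's Fig. 3 names Mhc, sls and Zasp52 of the muscle list, Hsp70Bb and Hsc70-3 of the heat shock list and per of the clock list.

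Mhc, sls and Zasp52 were higher in α/βp than in the other subtypes. Nuclei of muscle cells in the α/βp libraries may account for this: without these 3 genes the rest of the list was higher too (limma's model of all libraries, n = 14, of which 2 are α/βp; camera p = 0.000255, fry p = 0.000427, unadjusted; median log2 difference 1.19, 11 of 13 genes higher). Act57B (141 TPM) and Mhc (126 TPM) were highest in α/βp, but Tm1, the muscle gene with the highest level, had 1298 TPM in α/βp and 779 to 1225 TPM elsewhere, and Mlc2 had 136 TPM in α/βp and 326 TPM in γd. Mhc, sls and Zasp52 were above every library of the other subtypes in both α/βp replicates (70.7 and 182, 55.5 and 95.5, and 106 and 145 TPM, against at most 48.95, 19.95 and 47.63 TPM). For the list as a whole, before quantile normalization, the mean log2 level was 5.924 in α/βp replicate 2 and 4.502 in α/βp replicate 1. The latter lay below the libraries of α/βc (4.706 and 4.727) and α/βs replicate 1 (4.528). It lay above every γ and α′/β′ library, of which α′/β′m replicate 2 was highest (4.43). The list was not tested without α/βp replicate 2, so how far the rise rests on that library is not known. Muscle nuclei in these preparations and a property of the subtype cannot be told apart. RNA of several tissues together is a candidate explanation as well, since the muscle list rose with the log2 level of ninaE, a photoreceptor gene, and Yp1, a fat body gene (Pearson's r = 0.904 over 14 libraries, permutation p = 3e-05, adjusted p = 7.5e-05 over 5 relations; Spearman's rho 0.837, permutation p = 0.00031, adjusted 0.000775; r = 0.810 without the 2 farthest libraries). Between deviations from the class means r was 0.811 (permutation p = 0.00081, adjusted p = 0.00101), rho 0.626 (adjusted p = 0.0235) and r without the 2 farthest libraries 0.460. A difference of the subtypes in these genes was not tested apart from this and stays open.

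ninaE had 328 to 3569 TPM and Yp1 298 to 3888 TPM over the 14 libraries, at or above the percentile 95 of each library's genes, with the highest values of both in α/βp replicate 2. They rose together on the log2(TPM + 1) scale (Pearson's r = 0.905, permutation p = 3e-05, adjusted p = 7.5e-05 over 5 relations; Spearman's rho 0.903, permutation p = 6e-05, adjusted 0.0003; r = 0.820 without the 2 farthest libraries), and so did their deviations from the class means (r = 0.821, permutation p = 0.00059, adjusted 0.000983; rho 0.811, adjusted 0.00142; 0.554 without the 2 farthest libraries). RNA of other head tissues in all libraries, at a share that varies between preparations, is a candidate explanation. Expression in Kenyon cells themselves was not tested.

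A smaller share of labelled nuclei could raise lists of all other cell types alike. Over the 7 drivers, the muscle list and the paper's number of labelled cells had an r of -0.310 (exact permutation p = 0.488, adjusted p = 0.96 over 4 relations; rho -0.214, exact permutation p = 0.662; r = 0.491 without the 2 farthest drivers), and r was 0.0618 for glia, 0.0266 for photoreceptor and -0.175 for fat body genes. With 7 drivers, and the share of labelled nuclei not measured, this explanation and a difference between subtypes cannot be told apart. The same holds for the lower replicate correlation of γd and α/βp, where fewer labelled nuclei remain a candidate explanation at an r of 0.745 with the number of cells (exact permutation p = 0.0623) and of 0.847 with its log2 (exact permutation p = 0.0121).

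Hsp70Bb and Hsc70-3 were higher in α′/β′ap+m. A heat-shock or stress response of these libraries may be involved, but the heat shock list did not pass there (camera adjusted p = 0.056, fry adjusted p = 0.075; 7 of 10 genes higher, median log2 difference 1.19), and a difference between subtypes stays open, so these cannot be told apart.

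Gad1 was higher in α/βp (154 and 88.3 TPM) and α/βc (61.7 and 46.9 TPM) than in the other subtypes. Nuclei of GABAergic neurons in these libraries would bring VGAT, whose mean log2 level there was lower than in the other libraries, by a difference of -0.631. VGAT stood at 73.2 and 231 TPM in the α/βp replicates and at 158 and 181 TPM in those of α/βc. The other libraries had 133 to 283 TPM, so the difference rests in part on α/βp replicate 1. VGAT is high in all subtypes, which could hide a small share of such nuclei, so these RNA values cannot tell expression in Kenyon cells from such nuclei. The paper stained for GABA, Gad1 and VGAT and reports no marked signal in α/βp cell bodies. It takes low driver expression in some GABAergic neurons outside the mushroom body as the most likely explanation.

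amn lies within Hers on the opposite strand, and reads of Hers RNA are a candidate source of its TPM. Over 14 libraries the r of log2(TPM + 1) of Hers and amn was -0.295 (permutation p = 0.306). With subtype means of Hers within 153 to 323 TPM and the strandedness of the libraries not known here, a share of its reads in amn and expression of amn itself cannot be told apart.

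Genes with the same class call often neighboured each other. There were 46 pairs of neighbouring tested genes among the class calls. Of the 59 α′/β′-enriched genes with a position, 15 pairs were neighbours, against a mean of 0.397 in random sets of as many tested genes (permutation p = 0.0001, the smallest that 10000 draws can give; adjusted p = 0.000157 over 11 tests). The same p and adjusted p held for α/β-depleted (8 pairs against 0.384), α/β-enriched (8 against 0.747), α′/β′-depleted (6 against 0.459), γ-depleted (5 against 0.078) and γ-enriched genes (4 against 0.092). Among subtype calls there was 1 pair in α′/β′ap+m-enriched (adjusted p = 0.00289), α/βp-enriched (0.0495) and α/βp-depleted genes (0.0596) and 0 in γd-depleted genes (1.0). Random positions therefore do not account for the class pairs as counted, overlapping genes included. In 27 pairs, or 58.7%, the genes overlap, against 19% of all 8566 neighbouring tested pairs (Fisher exact p = 2.65e-09), so reads shared by overlapping genes may account for these. Of the other 19 pairs, 14 have a further gene that both overlap, or overlap another gene with the same call, such as AANATL2, CG13983, CG43922 and CG13984 within Ddr, so reads shared with that gene remain open for them. In the other 5 pairs, against 1.63 in random sets (permutation p = 0.0223), the genes overlap neither each other, nor a gene in common, nor another gene with the same call, so reads shared between such genes do not account for them. Overlaps of 1 gene of a pair with other genes were not excluded, and rk, in 1 of the 5, shares 527 exonic bases with NimC2 on the opposite strand. Transcription that runs on into the next gene on the same strand cannot be told apart from shared regulation of neighbours, since 50% of the pairs lie on the same strand against 42.9% of all. Examples chosen after their values were seen are cmpy, CG34260, CG13252, Gr77a and CG33912 on chromosome 3L (20712838 to 20755685), depleted in α/β, and smal, Ddr, AANATL2, CG13983, CG43922 and CG13984 on chromosome 2L (6179133 to 6323466), enriched in α′/β′. A biological cause such as shared regulation of these neighbours was not tested.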
